# MicroRNA *mir-34* provides robustness to environmental stress response via the DAF-16 network in *C. elegans*

**DOI:** 10.1038/srep36766

**Published:** 2016-12-01

**Authors:** Meltem Isik, T. Keith Blackwell, Eugene Berezikov

## Abstract

Diverse stresses and aging alter expression levels of microRNAs, suggesting a role for these posttranscriptional regulators of gene expression in stress modulation and longevity. Earlier studies demonstrated a central role for the miR-34 family in promoting cell cycle arrest and cell death following stress in human cells. However, the biological significance of this response was unclear. Here we show that in *C. elegans mir-34* upregulation is necessary for developmental arrest, correct morphogenesis, and adaptation to a lower metabolic state to protect animals against stress-related damage. Either deletion or overexpression of *mir-34* lead to an impaired stress response, which can largely be explained by perturbations in DAF-16/FOXO target gene expression. We demonstrate that *mir-34* expression is regulated by the insulin signaling pathway via a negative feedback loop between miR-34 and DAF-16/FOXO. We propose that *mir-34* provides robustness to stress response programs by controlling noise in the DAF-16/FOXO-regulated gene network.

During severe and long term stress conditions, an altered metabolic state accompanied by structural modification of tissues is a necessary adaptation that provides organisms with a greater chance of survival. Recent studies have shown that microRNAs (miRNAs), which are a class of ~22 nucleotide short non-coding RNAs, play key roles in mediating stress responses^1^. Although loss of function of many individual miRNAs in flies and worms does not cause detectable phenotypes^2^,^3^,^4^, synthetic phenotypes can develop when these mutant animals are subjected to accompanying genetic mutations, environmental perturbations, or the aging process. For instance, shifts in temperature cause development defects in the eyes of miR-7 mutant flies^5^, cardiac overload leads to decrease in survival of miR-208 mutant mice^6^, and osmotic stress response is impaired in miR-8 mutant zebrafish^7^. Therefore, miRNA mutants that do not have obvious phenotypes under normal conditions may exhibit phenotypic defects in stress conditions, giving clues about their stress related functions inside cells.

*mir-34* is one of the miRNAs that shows elevated expression upon stress conditions, such as starvation, dauer formation and aging in *C. elegans*^8^,^9^,^10^,^11^. Notably, *mir-34* expression is also elevated with age in *Drosophila* and mammals^12^,^13^,^14^. In mammals, the miR-34 family is linked to diverse developmental processes, such as cell-cycle arrest, apoptosis, lipid metabolism, metabolic homeostasis and insulin secretion^15^,^16^,^17^,^18^,^19^,^20^,^21^,^22^,^23^,^24^. Two feedback inhibition loops that involve p53/mir-34a/SIRT1 and MK5/Myc/FOXO3a/mir-34b/c have been elucidated and shown to be involved in regulating cellular proliferation in mammals. In *Drosophila* and zebrafish, *mir-34* is maternally inherited and plays a role in the development of the neuronal system^14^,^25^. Furthermore, *mir-34* loss triggers a gene profile of accelerated brain aging and decline in survival, while *mir-34* upregulation extends median lifespan and mitigates neurodegeneration induced by a pathogenic human polyglutamine disease protein^14^. In *Caenorhabditis elegans* loss-of-function mutations in the *mir-34* gene have an abnormal cellular survival response to radiation; these animals are highly radiosensitive in the soma and radioresistant in the germline, as determined by these tissues’ innate mode of cell death post-irradiation^26^.

Despite the growing body of evidence supporting the hypothesis that miR-34 family members (miR-34a, miR-34b, and miR-34c) are important tumor suppressors and mediators of p53 function, mice carrying targeted deletion of the entire miR-34 family do not display increased susceptibility to spontaneous, irradiation-induced, or c-Myc–initiated tumorigenesis^27^. In this study, we used *C. elegans* as a model organism to investigate the effects of *mir-34* mutation and overexpression on the phenotype and transcriptome of animals. We determined that upregulation of *mir-34* under stress conditions and in dauers is necessary to induce a stress related gene expression state that enhances survival. For this purpose, *mir-34* expression is upregulated by DAF-16 – the main downstream transcription factor of the insulin signaling pathway, and its cofactor PQM-1. In turn, miR-34 targets functional insulin signaling receptor-dependent pathways, which are necessary for regulation of growth, correct morphogenesis of tissues and induction of a low metabolic state to allocate energy resources for preserving tissue functions under stress conditions. Furthermore, *mir-34* expression is regulated by a negative feedback loop; consistent with our observations that both mutation and overexpression of *mir-34* under stress conditions can lead to decreased survival rates in adults and dauers. We propose that *mir-34* is a major regulator of stress response pathways, and that its expression is tightly regulated to control gene expression programs that enhance adaptation to stressful environments.

## Results

### *mir-34* expression is regulated by the dauer larva gene expression program

To study the relationship between *mir-34,* cell cycle arrest and stress, we focused on the dauer stage of *C. elegans*, which is the stress-resistant diapause stage that forms under harsh environmental conditions such as crowding, high temperatures and starvation^28^,^29^. Stress-induced upregulation of *mir-34* expression was observed in starved worms, dauers and older adults^26^,^31^, which was recapitulated by our P*mir-34*_*2.2kb*_*::gfp* transgenic line (Fig. 1A–D). In predauers, P*mir-34*_*2.2kb*_*::gfp* expression was increased in amphid neurons, especially in AWC neurons. Higher expression levels were later observed in the excretory canal, seam cells and vulval precursor cells, and in ventral and dorsal nerve cord and tail neurons (Fig. 1B). Hypodermal expression appeared in day 1 dauers, and reached the highest level at the 2nd day of the dauer stage, when dauers shed their cuticle. The same expression patterns were observed in dauers of the transgenic P*mir-34*_*5kb*_*::gfp* reporter^26^, suggesting that all crucial regulatory elements for dauer related upregulation of *mir-34* were located within the 2.2 kb upstream region. In mutants that enhance temperature-induced dauer formation, the P*mir-34*_*2.2kb*_*::gfp* transgene expression patterns were similar to those seen in the wild-type (WT) background, implying that high *mir-34* expression derived from differential gene expression at the dauer stage, and not from starvation conditions (Fig. 1C). The highest expression levels were observed with insulin signaling pathway mutant dauers (Fig. 1C ii and iii), suggesting the possibility for the involvement of DAF-16/FOXO in the regulation of *mir-34* expression. Since *daf-16(mu86*) null mutants cannot form dauers, this mutation was introduced into the *daf-7(e1372*);P*mir-34*_*2.2kb*_*::gfp* strain, which is dauer constitutive at 25 °C, in order to investigate whether the high expression of *mir-34* in *daf-7(e1372*) mutant dauers was dependent upon DAF-16. The dauers formed by the *daf-16(mu86);daf-7(e1372*) double mutant had highly diminished reporter expression at dauer stage (Fig. 1C, viii). The same expression pattern was observed with partial dauers of *daf-2(e1370*);*daf-16(mu86*) double mutants, which form with low frequency under stress conditions (data not shown). These results suggest that *mir-34* upregulation is dependent upon DAF-16 in the dauer stage.

### *mir-34* regulates dauer morphogenesis and survival dependent upon the insulin signaling pathway

We investigated the role of *mir-34* upregulation in dauers by studying dauer morphogenesis and survival in *mir-34* mutants. Around 80% (250 dauers tested) of *mir-34(gk437*) dauers that were selected from starved plates had locomotion defects, and were rolling along their body axis. 80% (50 dauers tested) of these dauers showed alae defects and bulges in their hypodermis (Fig. S1). A *mir-34* rescue strain, which has a single copy insertion of *mir-34* and restores expression of miR-34 to 70% of the wild type level (Fig. 2A), as well as a *mir-34* overexpression strain (*mir-34*OE), which has 4 copies of *mir-34* and expresses miR-34 3-fold higher than wild type (Fig. 2A), rescue these morphological defects (Fig. S1). Additionally, compared to WT dauers, *mir-34(gk437*) mutants had a shorter body size, and worms that overexpress *mir-34* had a slightly longer body size (Fig. 2B). Furthermore, *mir-34(gk437*) mutant dauers exhibited a lower survival rate (at both 20 °C and 25 °C) than WT dauers (Fig. 2C). These dauer body length and survival phenotypes were partially rescued in the rescue strain (Fig. 2C). Intriguingly, the rates of the locomotion phenotype were significantly different in *daf-2(e1370);mir-34(gk437*) dauers compared to *daf-2(e1370*) dauers: rolling was observed in 75% of *daf-2(e1370*) dauers and in 95% of *daf-2(e1370);mir-34(gk437*) dauers (250 animals tested in each condition, *P* < 10^−6^, chi-square test). At the same time, there was no significant difference between *daf-2(e1370*) and *daf-2(e1370);mir-34(gk437*) worms in terms of body size and survival (data not shown). Additionally, the *mir-34(gk437*) mutation enhanced dauer formation in *daf-7(e1372*) mutant background but it did not have an effect on dauer formation in *daf-2(e1370*) mutants (Fig. 2D). We conclude that *mir-34* upregulation is necessary for inducing developmental arrest with correct morphogenesis and enhanced survival of dauers, and that this role of *mir-34* relies on a functional insulin signaling receptor, DAF-2.

### *mir-34* is regulated by DAF-16, PQM-1 and DAF-12

The insulin signaling pathway regulates dauer-related phenotypes and responses to stress conditions by regulating nuclear localization of its downstream target transcription factor, DAF-16/FOXO^32^,^33^. PQM-1 complements DAF-16 by directly binding to the DAF-16-associated element (DAE), and balancing developmental and stress response programs^34^. We identified the minimal promoter region responsible for *mir-34* upregulation by generating several P*mir-34*_*2.2kb*_*::gfp* strains with shorter upstream regions relative to the initial 2.2 kb promoter (Fig. 3A). The analysis of these strains indicated that sequences between 0.5 kb and 1.2 kb upstream of *mir-34* gene are essential for its regulation (Fig. 3B). According to ChIP-seq data available from modENCODE^35^, this region is bound among others by the DAF-16, PQM-1 and DAF-12 transcription factors (Fig. 3A). Small internal promoter deletions in the region bound by these TFs revealed that DAF-12 binding elements, insulin response element (IRE) and GA-repeats were required for *mir-34* expression in hypodermis and seam cells (Fig. S2), and DAF-16 was necessary for activation of P*mir-34*_*2.2kb*_*::gfp* expression in dauers (Fig. 1C and Fig. S3A) and in amphid neurons, especially AWC neurons of adults (Fig. S3D). P*mir-34*_*2.2kb*_*::gfp* levels were similar to WT levels in *daf-2(e1370);daf-16(mu86*) background (Fig. S3D), suggesting that other factors were also involved in *mir-34* induction upon inhibition of insulin signaling pathway. Furthermore, analysis of P*mir-34*_*2.2kb*_*::gfp* in excretory gland cells in various mutant background showed a direct correlation between DAF-16 levels and reporter expression (Fig. S3B,C). In contrast to its effect in AWC neurons, DAF-16 was required for P*mir-34*_*2.2kb*_*::gfp* induction in excretory gland cells only under stress conditions and in sensitized genetic backgrounds, where DAF-16 is active and nuclearly localized^36^,^37^,^38^. Additionally, glucose supplementation reduced P*mir-34*_*2.2kb*_*::gfp* levels (Fig. S3C), and prolonged stress conditions resulted in reduction of P*mir-34*_*2.2kb*_*::gfp* expression in many tissues of the worms.

### miR-34 targets *daf-16*

To understand the molecular programs underlying phenotypic changes observed in the *mir-34* mutant and overexpression strains, we identified experimentally supported targets of miR-34 using Argonaute crosslinking and immunoprecipitation (AGO-CLIP) data generated by Grosswendt *et al*.^39^, in combination with miRNA target predictions calculated by MIRZA software^40^. In total, we identified 1304 genes with a MIRZA score above 100, of which 214 are also supported by AGO-CLIP data (Table S1). The *daf-16* gene was among the top 20 targets that showed the highest MIRZA scores and were supported by AGO-CLIP evidence. The predicted miR-34 target region is located in the last coding exon of *daf-16*, not far from the stop codon (Fig. 3C). It has a MIRZA score of 625, and exhibits perfect complementarity to nucleotides 1–8 of the mature miR-34 sequence (Fig. 3D). The combination of AGO-CLIP evidence and highly-scoring MIRZA prediction suggests that *daf-16* is very likely regulated by miR-34 and suggests existence of a negative feedback-loop between *daf-16* and *mir-34.*

### Transcriptome analysis reveals the crosstalk between DAF-16 and *mir-34*

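Gene expression was measured on 30 single-color Agilent arrays in 11 groups. WT, *mir-34(gk437)* and *mir-34*OE animals were measured as adults at 20 °C, as adults at 25 °C and as dauers at 20 °C. *daf-2(e1370)* and *daf-2(e1370);mir-34(gk437)* animals, which have reduced insulin signaling, were measured as dauers at 25 °C. Each group had 3 arrays except *mir-34*OE adults at 20 °C, WT dauers and *daf-2(e1370)* dauers, which had 2. The arrays lay on 8 slides that were scanned on 4 days. WT and *mir-34*OE adults had no slide or scan day in common, and neither did WT and *mir-34(gk437)* adults at 20 °C. The authors deposited the scanner's intensity for each feature of every array, and a table of their processed values, which are log2 values after quantile normalization over all arrays. The values reported here were computed from the deposited intensities. The scanner software's processed signal was put on the log2 scale, and the 75th percentile of the array's non-control probes was subtracted. That percentile was lowest in *daf-2(e1370)* dauers, at 932 and 1000.3, and highest on an array of *mir-34*OE dauers, at 3219. Between 72.2% and 85.2% of the probes of an array were well above the local background by the scanner software's own test. Probes were kept when they were well above background on every array of at least 1 group, and the probes of a gene were averaged, which left 18813 genes. Differentially expressed genes were called with limma in 1 fit over all 30 arrays, with 1 mean per group, at a Benjamini-Hochberg adjusted p of at most 0.05 within each comparison and no minimum fold change. The number of arrays per group limits the precision of every value.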

To investigate the possible crosstalk between *mir-34* and DAF-16, we performed microarray gene expression analysis for several genetic backgrounds and stress conditions (Table S1, Fig. 4). 

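*mir-34(gk437)* dauers were compared with WT dauers on 3 and 2 arrays. Of the 18813 genes tested, 4982 were differentially expressed, and 1864 of these differed more than 2-fold. In the mutant 1872 genes were expressed higher and 3110 lower, but this balance turned under 4 other ways of scaling or background correction, where 53.0% to 61.8% of the differentially expressed genes were higher. The count moved most when only the 5 arrays compared entered the fit, which left 125 genes. It was 3555 without WT dauer replicate 1 and 5480 without WT dauer replicate 2. *nas-3* (K06A4.1) was lower, with a normalized log2 signal of −6.0 ± 0.02 (SD, n = 3) in *mir-34(gk437)* and −0.61 ± 1.15 (SD, n = 2) in WT dauers, a log2 fold change of −5.39 (SE 0.64, limma adjusted p = 3.5e-06). ZK813.1 had −5.27 (SE 0.66, adjusted p = 6.3e-06), between −6.70 and −3.84 with 1 array left out. Its arrays spread widely, with an SD of 1.51 (n = 3) in *mir-34(gk437)* and 2.02 (n = 2) in WT dauers. The call of ZK813.1 was lost when only the 5 arrays compared were fitted (limma adjusted p = 0.106). T13F3.6 rose by 3.14 (SE 0.34, adjusted p = 1.1e-06). The log2 fold change of *scl-13* (H10D18.4) was 2.74 (SE 0.91, adjusted p = 0.0301), and its call was lost with 4 of the 5 arrays left out in turn. Between *mir-34*OE and WT dauers 943 genes were differentially expressed.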

In *mir-34*OE and *mir-34* mutant dauers a large number of genes were differentially expressed compared to WT dauers (1157 and 4652, respectively; Fig. 4B), consistent with the observed phenotypes and upregulated *mir-34* expression pattern in dauers. Genes that were expressed higher in the absence of *mir-34* were significantly enriched for DAF-16 binding elements (DBE) and AGO-CLIP supported miR-34 targets, whereas genes which were expressed higher in the wild-type dauers were significantly depleted for DAF-16 binding but enriched for PQM-1 binding the DAE (Fig. 4B). 

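The comparison of *mir-34*OE with WT dauers, on 3 and 2 arrays, gave 478 genes with higher and 465 with lower expression in *mir-34*OE, of which 246 differed more than 2-fold. The slides of these groups differ in part, and with slide as a block the number of genes was more than 1.5 times as high. This number also depended on the arrays in the fit. It was 2273 without WT dauer replicate 1 and 416 without *mir-34*OE dauer replicate 2, and no gene passed the adjusted threshold in limma when only the arrays of both groups were fitted, against 1485 genes at an unadjusted p of at most 0.05. F56A4.2 was higher, with a log2 fold change of 3.80 (SE 0.38, adjusted p = 5.1e-06), and its probe is shared with another gene. It lies between F56A4.3 and F56A4.11 in gene order, which were higher in *mir-34*OE adults as well as dauers. *dct-7* (F15E6.8) rose by 3.27 (SE 0.52, adjusted p = 0.000936). *cyp-33C4* (F44C8.1) fell by 2.36 (SE 0.14, adjusted p = 1.1e-09) and F54H5.2 fell by 2.12 (SE 0.37, adjusted p = 0.0017), both with a probe shared with another gene. The 4 genes lost their calls where only the arrays of both groups were fitted. F54H5.2 also lost its call with slide as a block (−1.02, adjusted p = 0.0997). It fell by 1.28 without WT dauer replicate 1 and by 2.96 without replicate 2. *dct-7* also lost its call with normexp background correction and the 75th percentile (2.24, adjusted p = 0.0521). *mir-34*OE and *mir-34(gk437)* dauers were also compared with each other, on 3 arrays each, in the same fit over all arrays. Here 6814 genes were differentially expressed, 3922 higher and 2892 lower in *mir-34*OE, a balance that turned to 40.2% to 48.1% higher under 4 other ways of scaling or background correction. The count was 3396 when only these 6 arrays were fitted and 4189 with normexp background correction and the 75th percentile.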

The DAF-16 enrichment was reversed when expression of *mir-34OE* and WT dauers was compared, although the overall number of differentially expressed genes decreased (Fig. 4B). These data suggest that differential expression of genes between wild-type and mutant dauers is the result of both direct regulation by miR-34 and indirect regulation via DAF-16/PQM-1 binding.

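*daf-2(e1370);mir-34(gk437)* dauers were compared with *daf-2(e1370)* dauers at 25 °C, on 3 and 2 arrays. There were 504 differentially expressed genes, 275 with higher and 229 with lower expression in the double mutant, and 128 differed more than 2-fold. Without *daf-2(e1370)* replicate 1 the count was 194. When only the 5 arrays compared were fitted it was 183, which is more than the 125 genes that the same fit gave between *mir-34(gk437)* and WT dauers. *twk-25* (M04B2.5) fell by 4.02 on the log2 scale (SE 0.12, adjusted p = 1.3e-15) and *tag-344* (B0511.4) fell by 2.16 (SE 0.28, adjusted p = 7.0e-05). *tag-344* was also lower in *mir-34(gk437)* adults and dauers at 20 °C. It was lower in *mir-34*OE as well, at −1.54 in adults at 20 °C, −1.53 in adults at 25 °C and −1.14 in dauers, so its fall is not specific to the loss of *mir-34*. With normexp background correction and the 75th percentile *tag-344* fell by 0.79 and lost its call (adjusted p = 0.649). C55C3.3 rose by 3.32 (SE 0.17, adjusted p = 5.1e-11) and C55C3.6 by 2.92 (SE 0.17, adjusted p = 3.1e-10). Intensities were lowest on the arrays of these groups, except replicate 3 of the double mutant. Among the third of genes with the highest mean signal, 6249 genes, 24.9% were differentially expressed between *mir-34(gk437)* and WT dauers and 2.93% in the *daf-2(e1370)* background. The difference between the effects of *mir-34(gk437)* in these backgrounds was tested directly as an interaction in limma. It was past the adjusted threshold for 2499 genes, 1307 of them by more than 2-fold. The WT background dauers were grown at 20 °C and the *daf-2(e1370)* dauers at 25 °C, so background and temperature were not separated.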

The number of differentially expressed genes was highly diminished in *mir-34(gk437*) mutants when the comparison was done in the *daf-2(e1370*) background, where nuclear DAF-16 levels are saturated (Fig. 4C). This finding was in line with the lower amount of phenotypic changes observed between *daf-2(e1370*) and *daf-2(e1370);mir-34(gk437*) mutant worms.

Earlier studies identified sets of genes that are either up-regulated (class 1) or down-regulated (class 2) in long-lived *daf-2* mutants^41^, and genes that are differentially expressed in dauers and non-dauers^42^. We observed a large overlap between class 1 genes, dauer related genes, and genes that were up-regulated in *mir-34(gk437*) dauers, and between class 2 genes, non-dauer genes, and genes that were down-regulated in *mir-34(gk437*) dauers (Fig. S4). As expected, these relationships were reversed for *mir-34OE* dauers. Thus, a strong *daf-2*/dauer transcriptional signature is present in *mir-34(gk437*) mutant dauers, as it is also evident from our transcriptome analysis (Fig. S5A (i, ii)).

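Between WT dauers and WT adults at 20 °C, 16715 genes were differentially expressed, 10147 higher and 6568 lower in dauers, beside a median log2 fold change of all genes of 0.80. F57F4.2 rose by 12.98 on the log2 scale (SE 0.18, adjusted p = 1.7e-22), and *vit-1* (K09F5.2) fell by 11.51 (SE 0.16, adjusted p = 1.7e-22). Over these 16715 genes, the log2 fold changes of *mir-34(gk437)* against WT dauers correlated with this dauer response with a Pearson's r of 0.18 (Spearman's rho 0.14). The r is taken across genes, which are not independent replicates. It was 1 of 12 such correlations computed, and both of its comparisons use the WT dauer arrays. Unchanged groups were simulated with every array redrawn from the residuals of any group. They gave a median of −0.05 and a range of −0.43 to 0.25 over 100 draws, which includes the observed value. This range does not rest on the spread of the dauer arrays alone, so it does not exclude a relation. Without WT dauer replicate 1 the r was 0.00082, and with slide as a block it was −0.02. For *mir-34*OE against WT dauers the r was −0.16 (rho −0.20), where simulated unchanged groups gave −0.39 to 0.26. *mir-34*OE against *mir-34(gk437)* dauers, which share no array with the dauer response, had an r of −0.27 (rho −0.23), where simulated unchanged groups gave −0.35 to 0.40. From the overlap with gene sets of earlier studies and these profiles, the paper concludes that *mir-34(gk437)* dauers carry a strong *daf-2*/dauer signature.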

GO term analysis of genes that were upregulated in the *mir-34(gk437*) dauer background and had ALG-1 binding sites and/or MIRZA scores higher than 100 revealed upregulation of genes encoding glycoproteins, cytoskeletal genes, intermediate filaments, extracellular matrix proteins, transmembrane and transport proteins (Table S2). 

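The genes that Table S2 lists under intermediate filaments and extracellular matrix were examined between *mir-34(gk437)* and WT dauers. Of these 7 genes, 6 were expressed significantly higher in *mir-34(gk437)*. *ifa-4* (K05B2.3) had a normalized log2 signal of 1.71 ± 0.24 (SD, n = 3) in the mutant and 0.60 ± 0.07 (SD, n = 2) in WT, a log2 fold change of 1.11 (SE 0.14, adjusted p = 8.8e-06). *lmn-1* (DY3.2) rose by 0.83 (SE 0.11, adjusted p = 9.2e-06). *dig-1* (K07E12.1), *emb-9* (K04H4.1) and *zmp-3* (C31B8.8) rose by 1.04, 0.96 and 0.86, with adjusted p values of 1.3e-07, 0.000211 and 0.000407. The rise of *emb-9* was 1.39 without WT dauer replicate 1 and 0.54 without replicate 2. *ifc-2* (M6.1) rose by 0.19 (SE 0.07, adjusted p = 0.0411), with 1 of its 4 probes lower in the mutant, and its call was lost with 4 of the 5 arrays left out in turn. *test-1* (C54E4.2) rose by 0.41 (SE 0.16), which did not pass (adjusted p = 0.0717). Its adjusted p ranged from 0.000109 to 0.421 over 11 alternatives and passed in 6 of them, and its log2 fold change was 0.73 without WT dauer replicate 1 and 0.08 without replicate 2. The calls of all 6 genes were lost when only the arrays of both groups were fitted, where adjusted p values were 0.0671 to 0.502.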

Upregulation of *mir-34* in hypodermis and seam cells and the morphological defects of *mir-34(gk437*) mutants correlate with these GO terms. Additionally, there was an upregulation of glycolysis/gluconeogenesis related genes (Table S2), which is in line with the findings that glycolytic and gluconeogenic pathways are upregulated in dauers^43^. 

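All 4 genes that Table S2 lists under glycolysis and gluconeogenesis were expressed significantly higher in *mir-34(gk437)* than in WT dauers. *pyk-1* (F25H5.3) had a normalized log2 signal of 1.73 ± 0.14 (SD, n = 3) against 1.14 ± 0.03 (SD, n = 2), a log2 fold change of 0.58 (SE 0.11, adjusted p = 0.000399). *aldo-1* (T05D4.1) rose by 0.46 (adjusted p = 0.00353) and *enol-1* (T21B10.2) by 0.40 (adjusted p = 0.00332). Without WT dauer replicate 2, *enol-1* rose by 0.19 (adjusted p = 0.138). *aldo-2* (F01F1.12) rose by 0.20 (SE 0.06, adjusted p = 0.0199), with 1 of its 6 probes lower in the mutant. With its brightest probe in place of the mean it fell by 0.05 (adjusted p = 0.744, against a range of 0.00431 to 0.744 over its alternatives), and its call was lost with 4 of the 5 arrays left out in turn. Like the genes above, the 4 genes lost their calls when only the arrays of both groups were fitted, with adjusted p values of 0.135 and more.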

Consistent with these *C. elegans* results, RNA-Seq analysis of a published GEO dataset for hippocampus of wild-type adult male C57BL/6 mice^44^ revealed upregulation of genes related to extracellular matrix, cell adhesion, basement membrane and anti-apoptosis when *mir-34* was knocked down by adeno-associated viral (AAV)-delivered mir-34 sponges (180 upregulated and 36 downregulated genes, FDR < 0.01) (Table S3).

### miR-34 expression is necessary for inducing stress response programs

Next, we investigated how temperature stress influences gene expression at the adult stage. 

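The response of WT adults to growth at 25 °C was compared with the difference between WT dauers and WT adults, over the genes differentially expressed in the latter. The log2 fold changes correlated across genes with a Pearson's r of 0.27 (Spearman's rho 0.32). Both comparisons subtract the same WT arrays at 20 °C. Unchanged groups were simulated as above, with residuals of any group. In 100 draws they gave a median r of 0.05 and a range of −0.34 to 0.41, which includes the observed value. It was between 0.25 and 0.30 with 1 array left out, 0.21 with quantile normalization and 0.39 with a stricter filter on dim probes.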

Dauer formation and heat stress in adults resulted in highly overlapping gene expression patterns (Fig. S4, S5A (i, iii)), revealing the stress response genes that are commonly regulated under these conditions^45^. While in wild-type animals temperature shift from 20 °C to 25 °C resulted in 1891 and 2425 down- and up- regulated genes respectively (Fig. 4D), the number of differentially expressed genes was smaller in *mir-34(gk437*) (1192/1709 genes) and *mir-34OE* (1008/1442) backgrounds (Fig. 4D). This suggests that precise levels of miR-34 are required to elicit proper response to heat stress, and that deviations from these levels impair the stress response program. Indeed, impaired stress response was observed in *mir-34(gk437*) and *mir-34OE* compared to WT worms at the transcriptome level in adult stage (Fig. S5A (iii, iv, v)).

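In WT adults 6571 genes responded to the temperature shift, 4107 of them higher and 2464 lower at 25 °C. In *mir-34(gk437)* adults there were 4251 genes, 2893 higher and 1358 lower, and in *mir-34*OE adults 3428 genes, 1818 higher and 1610 lower. Each group had 3 arrays except *mir-34*OE adults at 20 °C with 2, and without replicate 2 of that group the *mir-34*OE count was 1713. The counts moved most with normexp background correction before the same scaling, to 3036 in WT, 1561 in *mir-34(gk437)* and 921 in *mir-34*OE. The response itself was compared between the strains by an interaction in limma, since numbers of genes past a threshold do not test it. It differed between *mir-34(gk437)* and WT for 386 genes and between *mir-34*OE and WT for 252 genes. With the same normexp background correction these were 86 and 2 genes, and with 1 array left out 188 to 488 and 94 to 688. C08E3.1 rose in WT, with a log2 fold change of 4.39 (SE 0.24, adjusted p = 3.1e-11), and *fat-7* (F10D2.9) fell, at −4.03 (SE 0.30, adjusted p = 3.1e-09). Both have probes shared with another gene. *pud-4* (F15E11.12) rose in all 3 strains, by 4.37 in WT, 4.56 in *mir-34(gk437)* and 4.37 in *mir-34*OE. From the smaller numbers of genes in both strains, the paper proposes that precise levels of miR-34 are needed for the response to heat stress.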

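Over the genes of the WT dauer response, the log2 fold changes of *mir-34(gk437)* adults at 25 °C against 20 °C correlated across genes with an r of 0.20 (rho 0.22), and those of *mir-34*OE adults with an r of 0.04 (rho 0.11). Neither shares an array with the dauer response. The *mir-34*OE value was −0.06 without *mir-34*OE adult 20 °C replicate 1, 0.15 without replicate 2 and −0.02 with slide as a block. Simulated unchanged groups gave −0.37 to 0.41 and −0.48 to 0.28, which include both values. The strains were also compared directly with WT adults at 25 °C, on 3 arrays each. *mir-34(gk437)* adults differed in 551 genes, 166 higher and 385 lower, and *mir-34*OE adults in 1935 genes, 1212 higher and 723 lower. Without *mir-34(gk437)* adult 25 °C replicate 1 the first count was 202, and without *mir-34*OE adult 25 °C replicate 1 the second was 1102. F07B7.2 was lower in *mir-34(gk437)* adults, at −3.08 (SE 0.18, adjusted p = 1.3e-09), with a probe shared with another gene. *ins-19* (T10D4.13) was 43.7-fold higher in *mir-34*OE adults (log2 fold change 5.45, SE 0.32, adjusted p = 3.4e-10), and its 5 probes gave between 5.39 and 5.51.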

In line with these results, both *mir-34(gk437*) and *mir-34OE* adults were more sensitive to hypoxia, heat stress, and starvation. The rescue strain partially rescued the phenotypes observed in these assays (Fig. S5B–D).

If miR-34 expression helps in establishing the stress response program, then gene expression changes when *mir-34* is overexpressed under normal conditions should overlap with stress response genes that are observed in WT animals grown under heat stress. Indeed, we observed an overlap of 105 and 215 genes in up- and down-regulated sets, respectively (Fig. 4F,G), and both results are highly statistically significant (*P* < 10^−24^, hypergeometric probability). These results suggest that indeed *mir-34* plays a direct role in establishing the stress response program.

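At 20 °C, *mir-34*OE adults on 2 arrays differed from WT adults on 3 arrays in 2592 genes, 2165 higher and 427 lower. The share of higher genes, 83.5%, was 60.9% with quantile normalization and 55.3% with normexp background correction before it. The count was 910 without *mir-34*OE adult 20 °C replicate 2. Of the genes higher in *mir-34*OE, 998 were also higher at 25 °C in WT adults, against 472.7 expected from the sizes of both sets among 18811 genes (hypergeometric probability 9.7e-160). Of the genes lower in *mir-34*OE, 180 were also lower at 25 °C, against 55.9 expected (hypergeometric probability 2.3e-51). Both comparisons subtract the same WT arrays at 20 °C, which the hypergeometric probability leaves out. The overlaps also depended on the processing. Shared higher genes were 271 with quantile normalization, 199 with the authors' processed values, 139 with normexp background correction and the 75th percentile, and 292 with slide as a block. Shared lower genes were 146, 100, 38 and 14 in the same order. A simulated unchanged group gave up to 700 shared higher genes and up to 226 shared lower genes in 100 draws, with a median of 0 for each. Every simulated array, WT included, took residuals drawn from any group, so these are not limits for the arrays used. With the temperature response taken from *mir-34(gk437)* adults, which shares no array, 570 higher and 43 lower genes were shared. The log2 fold changes of both comparisons correlated across all genes with an r of 0.32 (rho 0.36), and between 0.22 and 0.25 when separate WT arrays at 20 °C served each comparison. Unchanged groups of the same simulation gave a median r of 0.15 and a range of −0.18 to 0.49, which includes the observed value. All 28 major sperm protein genes were higher in both comparisons. Their median log2 fold changes were 2.68 at 25 °C in WT and 1.47 in *mir-34*OE. Oocyte and early embryo genes were lower in both, at medians of −0.32 and −0.11. Of these, only the sperm protein rise in WT passed both list tests of limma, camera and fry. A difference in stage or germline between the cultures was not tested here and stays open for part of the overlap. From the overlap, the paper proposes a direct role of *mir-34* in establishing the stress response program.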

Which genes might be particularly sensitive to miR-34 levels in this stress response program? To address this question, we looked for genes that responded oppositely to heat stress in WT and *mir-34(gk437*) animals. 

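Genes were sought that were expressed significantly higher at 25 °C than at 20 °C in WT adults and significantly lower in *mir-34(gk437)* adults, with 3 arrays in each of the 4 groups. There were 59 such genes, against 296.5 expected from the sizes of the sets if both responses were independent. In 100 drawn exchanges of strains within each temperature, the real one included, the next highest count was 47. Without *mir-34(gk437)* adult 25 °C replicate 1 there were 24, without replicate 2 of that group 68, and with slide as a block 125. *mdl-1* (R03E9.1), measured by 4 probes, had a normalized log2 signal of −0.18 ± 0.23 (SD, n = 3) in WT adults at 20 °C and 1.05 ± 0.06 (SD, n = 3) at 25 °C, a log2 fold change of 1.23 (SE 0.26, adjusted p = 0.00103). In *mir-34(gk437)* adults it went from 0.67 ± 0.15 to −0.46 ± 0.69 (SD, n = 3 each), a log2 fold change of −1.13 (SE 0.26, adjusted p = 0.00321), which did not pass with only the arrays compared in the fit (adjusted p = 0.0719, the highest of a range from 0.00208 over 11 alternatives). The difference between these responses was −2.36 (SE 0.37, adjusted p = 0.00112 in the interaction test of limma). *mxl-3* (F46G10.6), measured by 1 probe, rose by 1.63 in WT (SE 0.21, adjusted p = 4.2e-06) and fell by 0.68 in *mir-34(gk437)* (SE 0.21, adjusted p = 0.0209). The latter call was lost with slide as a block (adjusted p = 0.0933), with only the arrays compared (0.172) and with normexp background correction and the 75th percentile (0.0507), against a range of 0.0153 to 0.172 over 11 alternatives. It was also lost with 3 of 6 arrays left out in turn, and the *mir-34(gk437)* arrays of both temperatures overlap. The difference between the responses of *mxl-3* was −2.30 (SE 0.29, adjusted p = 0.000163). For both genes this difference passed with each of the 12 arrays left out, between −2.76 and −2.11. At 20 °C *mxl-3* was already higher in *mir-34(gk437)* than in WT adults, by 1.26 (SE 0.21, adjusted p = 0.00317), a call that was lost with slide or scan day as a block.

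**Figure D1:**
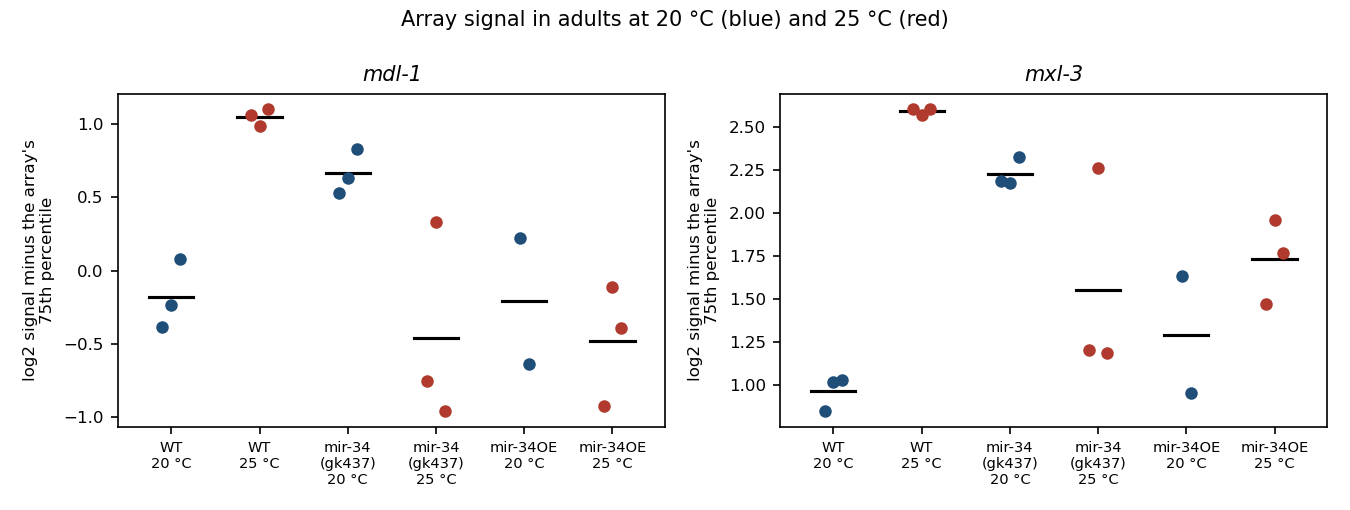
Normalized log2 signal of *mdl-1* and *mxl-3* on each adult array (points) with the mean of each group (lines), for WT, *mir-34(gk437)* and *mir-34*OE at 20 °C and 25 °C. The 3 WT arrays at 25 °C lie above all WT arrays at 20 °C, and 1 of the 3 *mir-34(gk437)* arrays at 25 °C, at 0.33 for *mdl-1* and 2.26 for *mxl-3*, lies above the other 2.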

There were only 28 such genes for which expression increased with temperature in WT animals but decreased in *mir-34(gk437*) animals (Fig. 4H), including *mdl-1 and mxl-3. mdl-1* is a basic helix-loop-helix (bHLH) transcription factor that acts as a part of the Myc-like interaction network in *C. elegans. S*imilar to vertebrate MAD, MDL-1 dimerizes with MXL-1 and MXL-3 and plays a role in integrating diverse longevity signals^46^,^47^,^48^. The *mdl-1* gene promoter is bound by DAF-16 and PQM-1, according to modENCODE data^35^, and the *mdl-1* mRNA is targeted by miR-34 according to AGO-CLIP data^39^ and MIRZA prediction, although the MIRZA score is modest (Table S1). This suggests that the *C. elegans myc* network may play an important role in modulating a stress response program downstream of *mir-34*. Indeed, differentially expressed genes from various comparisons appear to exhibit statistically significant under- or over-representation of MDL-1 ChiP-seq binding in their promoters (Fig. 4D).

Other transcription factors, which showed same pattern as *mdl-1* in terms of sensitivity to *mir-34* levels included *nhr-23, egl-13* and *zip-7*. 

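*nhr-23* (C01H6.5, 9 probes) changed by −0.23 between 25 °C and 20 °C in WT adults (SE 0.13, adjusted p = 0.175) and by −0.14 in *mir-34(gk437)* adults (SE 0.13, adjusted p = 0.473). The adjusted p in WT ranged from 0.001 to 0.902 over 11 alternatives and passed in 4, each time with lower expression at 25 °C. *egl-13* (T22B7.1, 4 probes) changed by −0.04 in WT (SE 0.13, adjusted p = 0.835) and by −0.31 in *mir-34(gk437)* (SE 0.13, adjusted p = 0.0875). The latter passed in 2 of 11 alternatives, with adjusted p values from 0.00815 to 0.323 over all of them. *zip-7* (Y51H4A.4, 3 probes) changed by 0.15 in WT (SE 0.12, adjusted p = 0.397) and by −0.08 in *mir-34(gk437)* (SE 0.12, adjusted p = 0.714). In WT, *egl-13* rose by 0.09 with slide or scan day as a block, and *zip-7* fell by 0.01 with a stricter filter. The difference between the responses of the strains did not pass for any of these 3 genes, with adjusted p values of 0.941, 0.624 and 0.698 in the interaction test, nor in any of 11 alternatives, where the lowest adjusted p was 0.0722 for *egl-13* with slide as a block.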

NHR-23 is a critical co-regulator of functionally linked genes involved in growth and molting. EGL-13 is required for maintenance of the uterine pi cell fate and mutations in *egl-13* affect the cell fusion process that makes the vulval-uterine connection and consequently egg laying. These transcription factors may also be responsible for miR-34 dependent transcriptome and phenotypic changes under stress conditions.

### Further evidence for a DAF-16-*mir-34* feedback inhibition loop

Finally, we sought additional evidence for *daf-16* regulation by miR-34 in a *daf-16::gfp* reporter strain and in gene expression data. We observed higher DAF-16::GFP levels in *mir-34(gk437*) mutants grown at high temperatures (*P* = 0.0175, *t* test), accompanied by higher levels of nuclear localization of the translational fusion protein in amphid neurons, however, there were no significant differences under normal growth conditions (Fig. 3E,F). miRNAs mainly act by translational repression of their target mRNAs and may also decrease their levels by destabilization, but the extent of mRNA destabilization may vary^49^,^50^,^51^,^52^,^53^. The levels of *daf-16* mRNA decreased by 12% and 8%, respectively, in adults and dauers overexpressing miR-34 at 20 °C, although the statistical significance of these changes is low (adjusted *P* value 0.41 and 0.58 respectively). 

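*daf-16* (R13H8.1) is measured by 5 probes, all well above background on every array of these groups. In adults at 20 °C its normalized level differed by −17.1% between *mir-34*OE and WT, on 2 and 3 arrays (limma adjusted p = 0.118). The change stayed between −24.1% and −10.5% over 11 alternatives, with adjusted p values of 0.101 to 0.543. In dauers the level differed by −2.28% (adjusted p = 0.898). This value depended on the WT dauer arrays, of which there were 2, and was −17.5% without replicate 1 and 15.8% without replicate 2, neither significant. With slide as a block it was −23.9% (adjusted p = 0.0325, against a range of 0.0325 to 0.971 over 11 alternatives), and with the brightest probe 6.19%.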

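In adults at 25 °C, *daf-16* was compared between *mir-34*OE and WT on 3 arrays each. The normalized log2 signals were −0.88, −0.81 and −0.74 in *mir-34*OE and −0.50, −0.58 and −0.51 in WT, so that every *mir-34*OE array was below every WT array. Chance alone separates 3 arrays from 3 in 10% of genes. The level differed by −17.6% (limma adjusted p = 0.0862). It stayed between −22.3% and −13.6% over 11 alternatives and passed in 1 of them, the fit of only the arrays compared (adjusted p = 0.026, against a range of 0.026 to 0.457).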

At 25 °C, overexpression of miR-34 in adults results in a 17% decrease of *daf-16* levels (adjusted *P* = 0.161). Furthermore, in N2 animals shift from 20 °C to 25 °C does not significantly change *daf-16* levels (6% change, *P* = 0.523) but overexpression of miR-34 at 25 °C leads to a 25% downregulation of *daf-16* compared to WT at 20 °C (*P* = 0.012). 

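Between 25 °C and 20 °C, *daf-16* changed by −8.08% in WT adults (limma adjusted p = 0.388), and by −11.3% to −5.75% over 11 alternatives, none of which passed. *mir-34*OE adults at 25 °C had a level that differed by −24.3% from WT adults at 20 °C (adjusted p = 0.00291). The latter passed with each of 6 arrays left out and in 10 of 11 alternatives. With slide as a random block it was −20.1% (adjusted p = 0.0785, the highest of a range from 0.00191). These groups share no slide and no scan day, and differ in strain and temperature together. In all, 8429 genes were differentially expressed between them. Together with AGO-CLIP data and the DAF-16::GFP reporter, the paper proposes from these changes that miR-34 regulates *daf-16* directly.

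**Figure D2:**
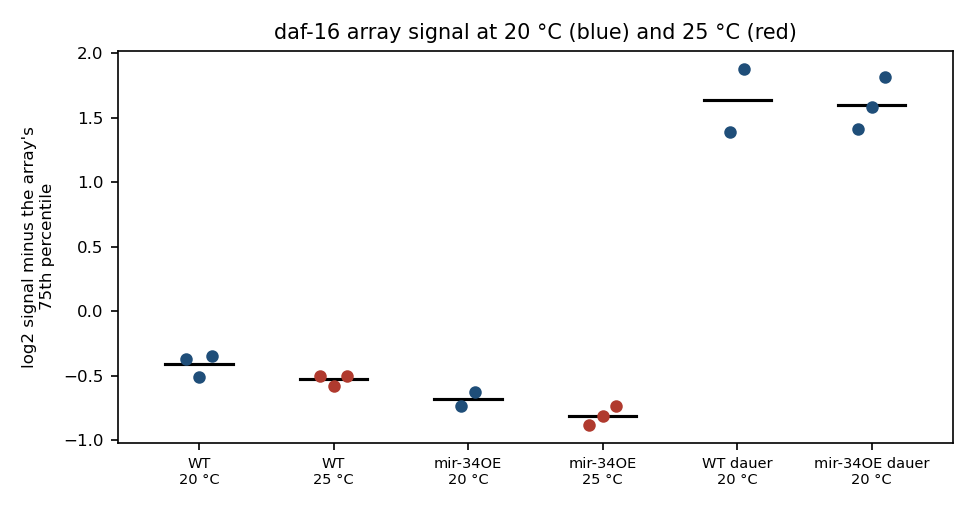
Normalized log2 signal of *daf-16* on each array (points) with the mean of each group (lines), for WT and *mir-34*OE adults at 20 °C and 25 °C and dauers at 20 °C. The 3 *mir-34*OE arrays at 25 °C lie lowest, and the 2 WT dauer arrays, at 1.39 and 1.88, span the 3 *mir-34*OE dauer arrays.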

Although the observed changes in *daf-16* expression upon miR-34 overexpression are not large, combined with the experimental AGO-CLIP data^39^ and DAF-16::GFP reporter analysis results, they suggest direct regulation of *daf-16* by miR-34.

## Discussion

The biological functions of many miRNAs can only be elucidated in a context-specific manner^1^, suggesting that many miRNAs function in cellular stress responses. For example, *mir-34* deletion mutants do not show any abnormal morphological, developmental or biological phenotypes under standard laboratory culture conditions. However, miR-34 is critical in the DNA damage response in both mammals and *C. elegans*. Additionally, in mammals, *mir-34* expression is transcriptionally regulated by p53 in response to numerous forms of DNA damage^17^,^54^,^55^ and in *C. elegans mir-34* mutants exhibit developmental defects related to cell migrations under stress conditions^56^.

In this study, we demonstrated that miR-34 levels are upregulated to sustain a gene expression program that is associated with morphological and metabolic adaptation of stress. We showed that *mir-34* mutation results in morphogenesis defects of dauers, which correlates with our transcriptome analysis results that shows deregulation of cell adhesion, cytoskeleton, ECM and basement membrane related gene categories both in of *mir-34* mutant dauers and *mir-34* knockdown mouse hippocampus. Although *mir-34* mutant dauers exhibit more a dauer-related transcriptional signature, changes in gene category representation are accompanied by the body defects and short survival rates of *mir-34* mutants. Therefore, we think that upregulation of *mir-34* is necessary for correct morphogenesis of tissues to ensure long survival of dauers.

According to a previous study the autophagy-related mRNA ATG9A was regulated by *mir-34* in mammalian cells^57^. However, we found that in *C. elegans atg-9* mRNA expression was lower in *mir-34* and *daf-2;mir-34* backgrounds, and did not observe a significant change in *atg-9* transcript levels in adult stages (Table S1). Additionally, ATG9A did not show a significant change in expression levels in *mir-34* knockdown in male mouse hippocampus (Table S3). However, several other autophagy-related genes (*lgg-1, atg-13, atg-16.2, unc-51, bec-1*) were downregulated in *mir-34*OE dauers compared to *mir-34* mutants (Table S1), which may suggest autophagy inhibition by *mir-34* as was proposed in the aforementioned study^57^.

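*atg-9* (T22H9.2) is measured by 2 probes. In dauers its normalized log2 signal was 1.24 ± 0.15 (SD, n = 3) in *mir-34(gk437)* and 1.5 ± 0.15 (SD, n = 2) in WT, a log2 fold change of −0.27 (SE 0.08, adjusted p = 0.0159). The arrays of both groups overlap, and the call was lost with 3 of the 5 arrays left out in turn. Over 11 alternatives the adjusted p ranged from 0.002 to 0.449 and passed in 9. In *daf-2(e1370);mir-34(gk437)* against *daf-2(e1370)* dauers the log2 fold change was −0.36 (SE 0.08, adjusted p = 0.0127), but 1 probe gave −0.69 and the other −0.04. With the brighter probe alone the adjusted p was 0.918, against a range of 0.00227 to 0.918 over 11 alternatives, and the call was also lost with 3 of 5 arrays left out in turn. In adults, *mir-34(gk437)* differed from WT by −0.18 at 20 °C (adjusted p = 0.183) and by 0.11 at 25 °C (adjusted p = 0.589), which passed in none of 11 alternatives. Neither *mir-34(gk437)* value in adults was tested against that in dauers.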

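Between *mir-34*OE and *mir-34(gk437)* dauers, on 3 arrays each, all 5 of these genes were lower in *mir-34*OE, and for each every *mir-34*OE array was below every *mir-34(gk437)* array, a separation that chance gives 10% of genes. *bec-1* (T19E7.3) fell most, from 2.12 ± 0.17 in *mir-34(gk437)* to 1.20 ± 0.04 (SD, n = 3 each) in *mir-34*OE, by 0.92 on the log2 scale (SE 0.08, adjusted p = 2.0e-08), and passed in each of 11 alternatives. *atg-16.2* (K06A1.5) fell by 0.41 (SE 0.10, adjusted p = 0.00348) and *atg-13* (D2007.5) by 0.39 (SE 0.09, adjusted p = 0.00125), each passing in 10 of 11. *lgg-1* (C32D5.9) fell by 0.23 (SE 0.06, adjusted p = 0.00617) and passed in 6 of 11, with adjusted p values up to 0.2. *unc-51* (Y60A3A.1) fell by 0.23 (SE 0.09, adjusted p = 0.0481) and passed in 6 of 11 and with 2 of 6 arrays left out in turn. The log2 fold change of *atg-9* in the same comparison was 0.11 (SE 0.07, adjusted p = 0.226), and 0.20 without *mir-34(gk437)* dauer replicate 1, where it passed (adjusted p = 0.0303).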

Both *miR-34* and *daf-16* expression levels were shown to be increased upon dauer formation^26^,^58^ and also in adults in an age-dependent manner^59^,^60^, suggesting a link between these regulators of gene expression. By engineering promoter truncations we showed that an IRE sequence, which binds DAF-16, is present in *mir-34* promoter. We also observed that upregulation of P*mir-34*_*2.2kb*_*::gfp* in dauers is abolished by mutating this region, and in the *daf-16(mu86*) background. Furthermore, according to our combined analysis of MIRZA scores and AGO-CLIP data, one of the top predicted miR-34 targets is *daf-16/FOXO*. We demonstrated DAF-16 dependent changes in the transcriptomes of animals that lack and overexpress *mir-34*. The survival defect of *mir-34* mutants required a functional insulin signaling pathway, where DAF-16 nuclear localization levels are not saturated, and probably DAF-16 activity is more prone to regulation by *mir-34*. Additionally, *mdl-1 and mxl-3,* from the Myc-like interaction network in *C. elegans*, showed *mir-34* dependent downregulation under high temperature growth, suggesting that the *myc* network is a part of the stress response pathway that is modulated by *daf-16* and *mir-34*. Thus, our results suggest that *mir-34* is involved in a feedback inhibition loop that includes the *daf-16* and *myc* networks to regulate a stress response program in *C. elegans* (Fig. S6). 

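In adults at 25 °C, with 3 arrays per group, *mdl-1* was lower than in WT both in *mir-34(gk437)*, with a log2 fold change of −1.52 (SE 0.26, adjusted p = 0.00236), and in *mir-34*OE, with −1.53 (SE 0.26, adjusted p = 0.000634). The first call was lost with slide as a block or with only the arrays compared in the fit, where the adjusted p was at most 0.0752. *mxl-3* was lower by −1.04 in *mir-34(gk437)* (SE 0.21, adjusted p = 0.00621) and by −0.86 in *mir-34*OE (SE 0.21, adjusted p = 0.00971). Its calls were lost with slide as a block (adjusted p = 0.152 and 0.0912, the highest over 11 alternatives) and with 2 and 1 of 6 arrays left out in turn. The call in *mir-34(gk437)* was also lost with only the arrays compared (adjusted p = 0.11, of a range of 0.00253 to 0.152), and that in *mir-34*OE with scan day as a block, an alternative chosen after the data were seen (adjusted p = 0.0643, of a range of 0.00621 to 0.0912). Between 25 °C and 20 °C, *mir-34*OE adults showed no significant change of *mdl-1* (−0.27, adjusted p = 0.578) or *mxl-3* (0.44, adjusted p = 0.2). Of the other genes of the network, *mxl-1* (T19B10.11) was lower at 25 °C in both WT (−0.24, adjusted p = 0.0145) and *mir-34(gk437)* (−0.22, adjusted p = 0.041), and passed in 6 and 5 of 11 alternatives, and the calls were lost with 2 and 5 of 6 arrays left out in turn. *mml-1* (T20B12.6) was lower at 25 °C in *mir-34(gk437)* (−0.48, adjusted p = 0.00588), while its change in WT was 0.15 (adjusted p = 0.382) and turned to −0.20 with the brightest probe. From the lower expression of *mdl-1* and *mxl-3* at high temperature, the paper proposes that the *myc* network is part of the stress response pathway modulated by *daf-16* and *mir-34*.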

According to this regulatory loop, if miR-34 becomes upregulated above threshold levels, *mir-34* expression is lowered via the feedback inhibition of DAF-16, which results in reduced stress resistance. We observed reduced stress resistance in both *mir-34* mutants and overexpressors, supporting the role of this feedback inhibition loop in regulation of *mir-34* and DAF-16 levels to reduce the fluctuations in *daf-16* and *myc* network target expression levels under stress conditions.

Such a regulatory loop that involves miR-34b/c, FOXO3a and Myc was previously described in mammalian cells^61^. According to the model, MK5 activates *mir-34b/c* expression via phosphorylation of FOXO3a, thereby promoting nuclear localization of FOXO3a and enabling it to induce *mir-34b/c* expression and arrest proliferation. Expression of MK5 in turn is directly activated by Myc, forming a negative feedback loop. In line with these findings, our results suggest that *mir-34* has an evolutionarily conserved function in orchestrating responses to stresses, by modulating expression levels of DAF-16/FOXO and the Myc network. We speculate that the reported increase in *mir-34* mutations in tumors^62^,^63^,^64^ may impair the functioning of this network.

## Methods

### Strains

All *C. elegans* strains (Table S4) were maintained and handled as described previously^65^.

### Construction of GFP reporters

*Mir-34* promoter was selected using UCSC genome browser as a 2.2 kb sequence upstream of *mir-34* precursor sequence and amplified by primers with flanking restriction enzyme sites, AflII and NotI. Amplified sequence was cloned into modified pCFJ151 vector that has *unc-119* gene and *gfp* sequence with *let-858* 3′UTR sequence. Truncated *mir-34* promoter sequences were amplified using primers with flanking AflII and NotI restriction enzyme sites and cloned in the same way. For deletions up to 100 bp we used Quickchange site directed mutagenesis. For longer deletions primers were designed for the amplification of the whole plasmid excluding the region that is desired to be deleted. Transgenic lines were made by microparticle bombardment^66^ of *unc-119(ed3*) animals with *promoter::gfp;unc-119*(+), and the transformants were screened for stable integration. The resulting strains for each construct are listed in Table S4. Sequences of all oligonucleotides used in the study are listed in the Table S5.

### Construction of *mir-34* rescue and overexpression strains

P*mir-34*_*2.2kb*_::*mir-34* was cloned into MosSCI plasmid and isolated plasmid was microinjected into N2 worms together with marker plasmids. Integrated worms were selected from plates and sequenced for the transgene.

### qPCR validation of miR-34 expression

qPCR was performed on N2, *mir-34(gk437*) and N2 and *mir-34(gk437*) worms carrying P*mir-34*_*2.2kb*_::*mir-34* transgene by using TaqMan kit.

### Dauer locomotion assay

Dauers were selected from starved plates by 1% SDS treatment and placed on humid NGM plates with no bacteria. The locomotion of dauers were observed and recorded as rollers and non-rollers.

### Dauer formation assay

Parents raised continuously on food were transferred from 20 °C to plates without food to lay eggs and then removed after 4–6 hr. Plates were incubated at 22 °C for 54 hours for both *daf-2(e1370*) and *daf-7(e1372*) backgrounds and dauer and non-dauer animals were counted. This permitted correct scoring of transient dauers that recover rapidly^67^. Dauers were distinguished by 1% SDS treatment. An average of 300 animals was assayed per condition in triplicate experiments.

### Dauer survival assay

Dauers were selected from a plate that was starved for five days by 1% SDS treatment. Wells of a 24-well plate were filled with 300 μL water and 50 dauers were distributed per well. Plates were incubated at 20 °C and 25 °C for 60 days or 30 days respectively. Dauers were transferred to agar plates and scored for viability by touching.

### Stress assays

For all the stress assays, gravid adult worms of each tested strain were allowed to lay eggs on NGM plates seeded with OP50 for 2–3 h to produce relatively synchronous populations of progeny. All assays were repeated at least three times.

### Heat stress assay

Day 3 adult worms grown on OP50-NGM plates were shifted to 35 °C. Duplicate plates for each strain were scored for each time point. Because the scoring was done at room temperature, once the worms were pulled from 35 °C and scored for survival, they were discarded to avoid the complication of recovery from heat shock during the time of scoring.

### Hypoxic stress assay

Day 3 adult worms grown on OP50-NGM plates were placed in 0.5 mL Eppendorf tubes with M9. The tubes were filled completely with M9 and the lids were closed after making sure that no air bubbles were left inside the tubes. 6–7 tubes (20 worms per tube) were prepared per each strain. Alive worms were counted after 28 hr incubation at 20 °C.

### Starvation stress assay

FUDR treated day 3 adult worms were placed in M9 solution without any bacteria and worms were scored for survival after 7 days of incubation on shaker.

### Oxidative stress assay

Day 3 adult worms grown on OP50-NGM plates were placed in 100 μL of 200 mM paraquat solution in a 96 well plate (25 worms per well). At least 120 worms were used per each strain. Alive worms were counted at 2 hr intervals.

### Imaging and quantification of GFP

To examine changes in expression of GFP reporters in different mutant backgrounds, we picked 20 worms and then measured the level of GFP expression using quantitative fluorescence microscopy. Specifically, we used pixel intensity to quantify the level of GFP expression in WT and mutant backgrounds. Comparison of all images was carried out on the same day with the same microscope settings. Images were analyzed using Adobe Photoshop and ImageJ software. Phenotypic analysis of the worms was done by Nomarski optics.

### Microarray analysis

Microarray data were generated using Agilent single-color platform according to the manufacturer protocols. Total RNA was prepared from three independent biological replicates using TRIzol reagent, DNase treated and purified by Qiagen RNeasy mini kit. RNA labeling, hybridization and microarray processing was performed by the Genomics Core Facility, EMBL, Heidelberg. Results were analyzed using limma package in R^68^.

### RNA-Seq analysis

GEO dataset with accession number GSE68884 was used for the analysis of the effect of AAV-delivered *mir-34* sponges on male mouse hippocampus compared to GFP sponges. HISAT2^69^ was used for the alignment of reads to the mouse genome using the following options: “$HISAT2_HOME/hisat2 -p 25 –phred33 –rna-strandness R –trim5 5 -q -x./Genome_mouse/grcm38_snp_tran/genome_snp_tran -U SRR20253xx.fastq.gz -S SRR20253xx.sam”. Quality control analysis of the data and count reads for EdgeR analysis were obtained by running QoRTs^70^ package in cluster with the following options: “java -jar./QoRTs-master/QoRTs_1.1.8/QoRTs.jar QC –minMAPQ 60–maxReadLength 45 –singleEnded –stranded –seqReadCt xxxxxxxx SRR20253xx.bam /Mus_musculus.GRCm38.83.gtf SRR20253xx_QoRTs/”. EdgeR analysis was done in R using glmLRT method^71^.

### miRNA target predictions

For target predictions, we used a recently published algorithm MIRZA^40^, and next to *C. elegans* genes, we included prediction for human genes. In this algorithm, the whole miRNA sequence is considered, not only 3′UTR, since there is growing evidence for functional targeting in coding sequence^72^,^73^,^74^,^75^,^76^. A good target would have a MIRZA score above 50, and Table S1 also lists how many miR-34 targets were found in a gene, and their cumulative MIRZA score.

### ChiP-seq enrichment analysis

Data for DAF-16, PQM-1, DAF-12, MDL-1 and MML-1 ChIP regions were extracted from cumulative gff3 files downloaded from modENCODE website (datasets modENCODE_591, modENCODE_2623, modENCODE_3381, modENCODE_2601 and modENCODE_2943 respectively). Gene list was filtered to contain only protein coding genes according to WS220 GTF annotation, and promoter regions were defined in the window −300:+100 relative to TSS. ChIP regions overlapping defined promoter regions were counted and enrichment calculations were performed using R.

### Statistical analysis

Statistical analysis was performed using Graphpad Prism 7 and R. Unpaired or paired *t*-tests were used to determine significance in experiments in which only two groups with large sample size and approximately normal distribution were compared.

### GO-term enrichment analysis

GO-term enrichment analysis was performed by using DAVID Bioinformatics Database^77^,^78^.

### Accession numbers

Microarray data presented in this study is available in GEO under accession number GSE76413.

## Additional Information

**How to cite this article**: Isik, M. *et al*. MicroRNA *mir-34* provides robustness to environmental stress response via the DAF-16 network in *C. elegans. Sci. Rep.* **6**, 36766; doi: 10.1038/srep36766 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

## Figures and Tables

**Figure 1:**
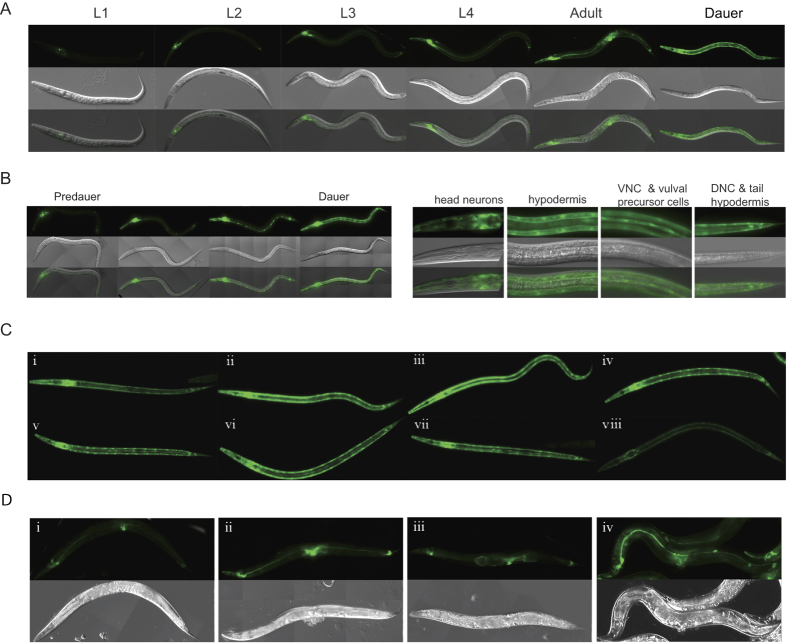
P*mir-34*_*2.2kb*_*::gfp* is expressed in various tissues during development of *C. elegans* and its expression is upregulated in dauers. (**A**) Expression of *Pmir-34*_*2.2kb*_*::gfp* reporter at different stages of animal development. (**B**) Changes in the expression pattern of *Pmir-34*_*2.2kb*_*::gfp* from predauer to dauer stage and detailed expression pattern of *Pmir-34*_*2.2kb*_*::gfp* at dauer stage. (**C**) Elevated P*mir-34*_*2.2kb*_*::gfp* expression is associated with the dauer larva gene expression program. i, WT, ii and iii, insulin-like signaling pathway mutants: *daf-2(e1370*), *pdk-1(sa680*), respectively. iv, v and vi, TGF-β signaling pathway mutants: *daf-1(e1287*), *daf-3(mgDf90*), *daf-7(e1372*). vii, DAF-12/NHR signaling: *daf-9(e1406*). viii, *daf-16(mu86);daf-7(e1372*). (**D**) P*mir-34*_*2.2kb*_*::gfp* expression levels are increase by various stress factors. (i) Three days old animal grown at 20 °C. (ii) One day old animal grown at 25 °C, (iii) Three days old animal starved for two days. (iv) Ten days old animal grown at 20 °C.

**Figure 2:**
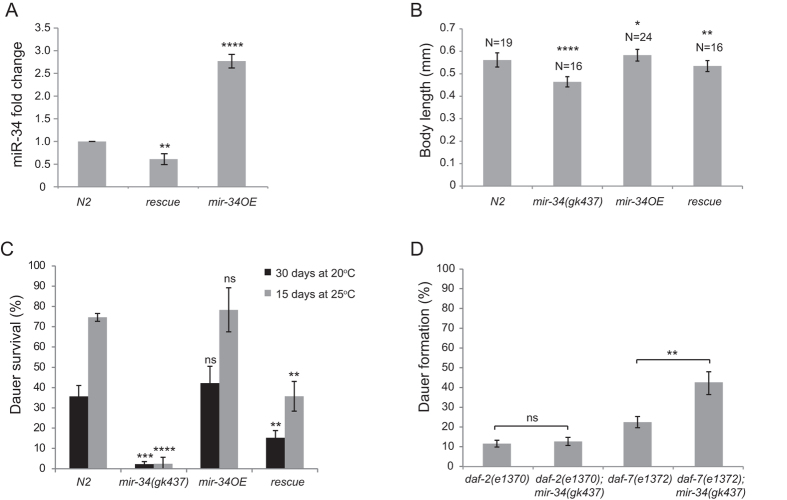
Native levels of *mir-34* expression are required for correct morphogenesis of dauers and dauer survival. (**A**) qPCR confirmation of miR-34 expression levels in the rescue and the overexpression strains. Error bars represent SD. N = 300, **P < 0.01, ***P < 0.0001, unpaired two-tailed *t* test. (**B**) Differences in body sizes of WT, *mir-34(gk437*), *mir-34OE* and rescue strains. Error bars represent SD. *P < 0.05, **P < 0.01, ****P < 0.0001, unpaired two-tailed *t* test. (**C**) Differences in dauer survival of *mir-34(gk437*) and *mir-34OE* dauers at 20 °C and 25 °C. Error bars represent SD. 250 animals are scored per experiment, 3 replicate experiments per condition. Statistical significance of differences between N2 and other genetic backgrounds at a given temperature is calculated using unpaired two-tailed *t* test. **P < 0.01, ***P < 0.001, ****P < 0.0001. (**D**) Differences in dauer formation rates of *mir-34(gk437*) dauers in *daf-2(e1370*) and *daf-7(e1372*) backgrounds. Error bars represent SD. 250 animals were assayed per condition, experiments were performed in triplicate. Statistical significance is calculated by two-tailed unpaired *t* test. **P < 0.01.

**Figure 3:**
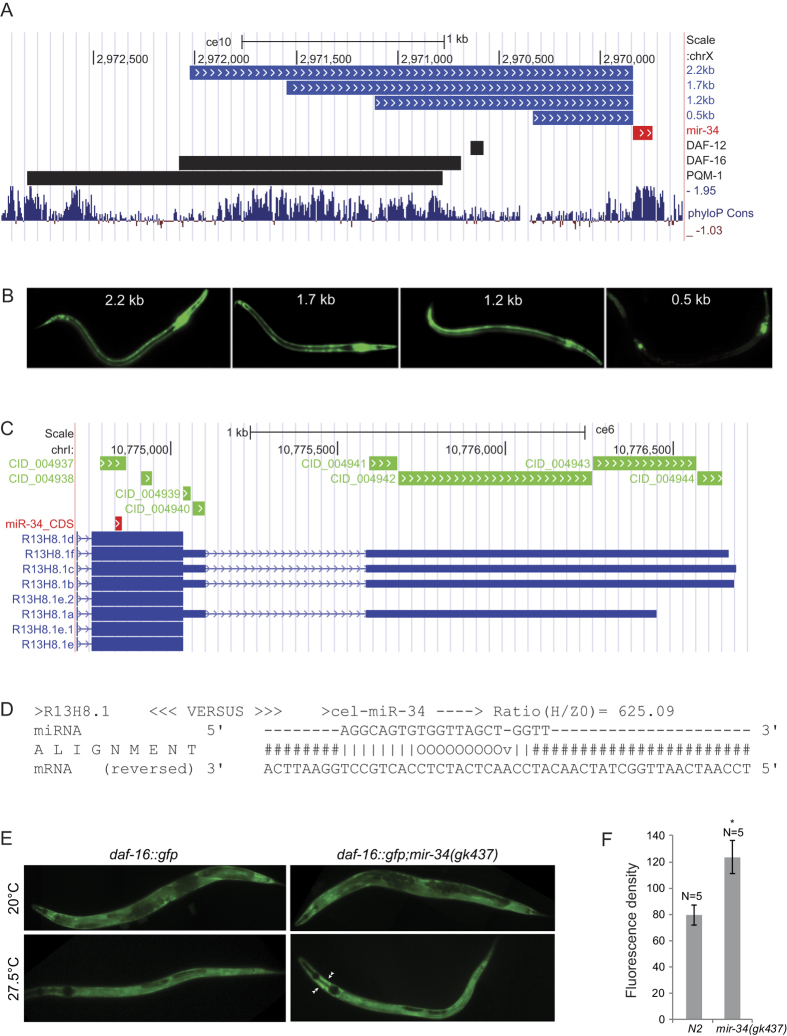
*mir-34* is regulated by DAF-16 and targets *daf-16*. (**A**) Upstream region of *mir-34* pre-miRNA (in red) showing sequences used as promoters in P*mir34::gfp* strains in blue and location of DAF-12, DAF-16 and PQM-1 modENCODE ChIP-seq peaks in black. (**B**) Expression patters of P*mir34::gfp* strains with different promoter length. (**C**) Last exon and 3′UTR of *daf-16* transcript (in blue), location of AGO-CLIP regions (in green) from Grosswendt *et al*.^39^ and highly-scoring MIRZA miR-34 target prediction (in red). (**D**). Detailed MIRZA alignment of the miR-34 target in *daf-16* mRNA shown in panel C. (**E**) Expression of DAF-16::GFP is elevated with temperature in amphid neurons (indicated by arrows) in *mir-34(gk437*) mutants but not in wild-type animals. (**F**) Quantification of fluorescence density of DAF-16::GFP in wild-type and *mir-34(gk437*) background at 27.5 °C. Data are expressed in arbitrary fluorescence units. Error bars represent SD. Statistical significance is calculated by two-tailed unpaired *t* test. *P < 0.05.

**Figure 4:**
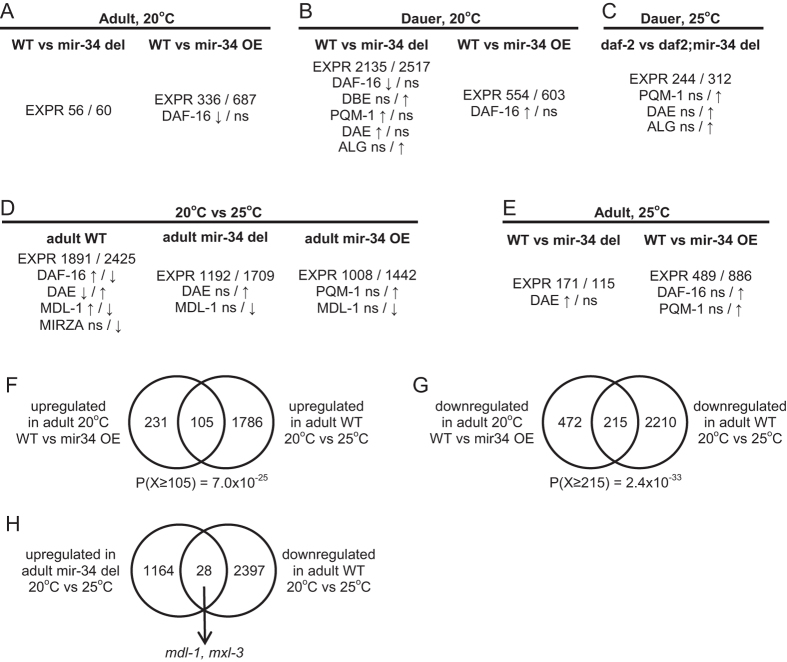
Effects of *mir-34* deletion or overexpression on gene expression under various conditions. (**A–E**) Number of differentially expressed genes (EXPR) and enrichment statistics for several regulatory signals. DAF-16, PQM-1 and MDL-1, occupancy in promoter regions based on modENCODE ChIP-seq data for respective transcription factors. DBE, DAE, presence of the respective sequence motives in the promoter regions. MIRZA, miR-34 target predictions calculated by MIRZA. ALG – presence of AGO-CLIP regions from Grosswendt *et al*.^39^, overlapping miR-34 MIRZA predictions. The first number in each column relates to genes expressed higher in the first conditions, the second – to the genes expressed higher in the second condition. Up- and down- arrows represent significant over- and under-representation respectively. Statistical significance is calculated by Pearson’s Chi-squared test with Yates’ continuity correction and adjusted for multiple comparisons by Bonferroni correction. Adjusted *P* < 0.01 was considered as significant. ns – not significant. (**F,G**) Overexpression of miR-34 at 20 °C shifts gene expression profile in the same direction as temperature stress. (**H**) Genes that behave differently in WT and *mir-34* mutants upon temperature stress.

## References

[b1] LeungA. K. L. & SharpP. A. MicroRNA functions in stress responses. Mol. Cell 40, 205–215 (2010).2096541610.1016/j.molcel.2010.09.027PMC2996264

[b2] BushatiN. & CohenS. M. MicroRNA Functions. Annual Review of Cell and Developmental Biology 23, 175–205 (2007).10.1146/annurev.cellbio.23.090506.12340617506695

[b3] LeamanD. . Antisense-mediated depletion reveals essential and specific functions of microRNAs in Drosophila development. Cell 121, 1097–1108 (2005).1598995810.1016/j.cell.2005.04.016

[b4] MiskaE. A. . Most Caenorhabditis elegans microRNAs Are Individually Not Essential for Development or Viability. Plos Genet 3, e215 (2007).1808582510.1371/journal.pgen.0030215PMC2134938

[b5] LiX., CassidyJ. J., ReinkeC. A., FischboeckS. & CarthewR. W. A microRNA imparts robustness against environmental fluctuation during development. Cell 137, 273–282 (2009).1937969310.1016/j.cell.2009.01.058PMC2674871

[b6] van RooijE. . Control of stress-dependent cardiac growth and gene expression by a microRNA. Science 316, 575–579 (2007).1737977410.1126/science.1139089

[b7] FlyntA. S. . miR-8 microRNAs regulate the response to osmotic stress in zebrafish embryos. J Cell Biol 185, 115–127 (2009).1933288810.1083/jcb.200807026PMC2700511

[b8] Garcia-SeguraL. . High-Throughput Profiling of Caenorhabditis elegans Starvation-Responsive microRNAs. Plos One 10, e0142262 (2015).2655470810.1371/journal.pone.0142262PMC4640506

[b9] Ibáñez-VentosoC. . Modulated microRNA expression during adult lifespan in Caenorhabditis elegans. Aging Cell 5, 235–246 (2006).1684249610.1111/j.1474-9726.2006.00210.x

[b10] KarpX., HammellM., OwM. C. & AmbrosV. Effect of life history on microRNA expression during *C. elegans* development. RNA 17, 639–651 (2011).2134338810.1261/rna.2310111PMC3062175

[b11] de LencastreA. . MicroRNAs both promote and antagonize longevity in *C. elegans*. Curr. Biol. 20, 2159–2168 (2010).2112997410.1016/j.cub.2010.11.015PMC3023310

[b12] KhannaA., MuthusamyS., LiangR., SarojiniH. & WangE. Gain of survival signaling by down-regulation of three key miRNAs in brain of calorie-restricted mice. Aging (Albany NY) 3, 223–236 (2011).2141546410.18632/aging.100276PMC3091518

[b13] LiX., KhannaA., LiN. & WangE. Circulatory miR34a as an RNAbased, noninvasive biomarker for brain aging. Aging (Albany NY) 3, 985–1002 (2011).2206482810.18632/aging.100371PMC3229974

[b14] LiuN. . The microRNA miR-34 modulates ageing and neurodegeneration in Drosophila. Nature 482, 519–523 (2012).2234389810.1038/nature10810PMC3326599

[b15] AchariC., WinslowS., CederY. & LarssonC. Expression of miR-34c induces G2/M cell cycle arrest in breast cancer cells. BMC Cancer 14, (2014).10.1186/1471-2407-14-538PMC412569125064703

[b16] ChakrabortyC., George Priya DossC. & BandyopadhyayS. miRNAs in insulin resistance and diabetes-associated pancreatic cancer: the ‘minute and miracle’ molecule moving as a monitor in the ‘genomic galaxy’. Curr Drug Targets 14, 1110–1117 (2013).2383414910.2174/13894501113149990182

[b17] ChangT.-C. . Transactivation of miR-34a by p53 Broadly Influences Gene Expression and Promotes Apoptosis. Molecular Cell 26, 745–752 (2007).1754059910.1016/j.molcel.2007.05.010PMC1939978

[b18] ChenF. & HuS.-J. Effect of microRNA-34a in cell cycle, differentiation, and apoptosis: a review. J. Biochem. Mol. Toxicol. 26, 79–86 (2012).2216208410.1002/jbt.20412

[b19] ColeK. A. . A Functional Screen Identifies miR-34a as a Candidate Neuroblastoma Tumor Suppressor Gene. Mol Cancer Res 6, 735–742 (2008).1850591910.1158/1541-7786.MCR-07-2102PMC3760152

[b20] EsguerraJ. L. S., MolletI. G., SalunkheV. A., WendtA. & EliassonL. Regulation of Pancreatic Beta Cell Stimulus-Secretion Coupling by microRNAs. Genes (Basel) 5, 1018–1031 (2014).2538356210.3390/genes5041018PMC4276924

[b21] MissoG. . Mir-34: A New Weapon Against Cancer? Mol Ther Nucleic Acids 3, e194 (2014).10.1038/mtna.2014.47PMC422265225247240

[b22] RokavecM., LiH., JiangL. & HermekingH. The p53/miR-34 axis in development and disease. J Mol Cell Biol 6, 214–230 (2014).2481529910.1093/jmcb/mju003

[b23] RottiersV. & NäärA. M. MicroRNAs in metabolism and metabolic disorders. Nat Rev Mol Cell Biol 13, 239–250 (2012).2243674710.1038/nrm3313PMC4021399

[b24] XuY. . A metabolic stress-inducible miR-34a-HNF4α pathway regulates lipid and lipoprotein metabolism. Nat Commun 6, 7466 (2015).2610085710.1038/ncomms8466PMC4479415

[b25] SoniK. . miR-34 is maternally inherited in Drosophila melanogaster and Danio rerio. Nucleic Acids Res. 41, 4470–4480 (2013).2347099610.1093/nar/gkt139PMC3632126

[b26] KatoM. . The mir-34 microRNA is required for the DNA damage response *in vivo* in *C. elegans* and *in vitro* in human breast cancer cells. Oncogene 28, 2419–2424 (2009).1942114110.1038/onc.2009.106PMC2941141

[b27] ConcepcionC. P. . Intact p53-Dependent Responses in miR-34–Deficient Mice. PLoS Genetics 8, e1002797 (2012).2284424410.1371/journal.pgen.1002797PMC3406012

[b28] MurakamiS. & JohnsonT. E. A Genetic Pathway Conferring Life Extension and Resistance to UV Stress in Caenorhabditis elegans. Genetics 143, 1207–1218 (1996).880729410.1093/genetics/143.3.1207PMC1207391

[b29] RiddleD. L. & AlbertP. S. In C. elegans II (eds. RiddleD. L., BlumenthalT., MeyerB. J. & PriessJ. R.) (Cold Spring Harbor Laboratory Press, 1997).21413221

[b30] KarpX., HammellM., OwM. C. & AmbrosV. Effect of life history on microRNA expression during *C. elegans* development. RNA 17, 639–651 (2011).2134338810.1261/rna.2310111PMC3062175

[b31] Smith-VikosT. & SlackF. J. MicroRNAs and their roles in aging. J Cell Sci 125, 7–17 (2012).2229461210.1242/jcs.099200PMC3269020

[b32] OggS. . The Fork head transcription factor DAF-16 transduces insulin-like metabolic and longevity signals in *C. elegans*. Nature 389, 994–999 (1997).935312610.1038/40194

[b33] LinK. daf-16: An HNF-3/forkhead Family Member That Can Function to Double the Life-Span of Caenorhabditis elegans. Science 278, 1319–1322 (1997).936093310.1126/science.278.5341.1319

[b34] TepperR. G. . PQM-1 Complements DAF-16 as a Key Transcriptional Regulator of DAF-2-Mediated Development and Longevity. Cell 154, 676–690 (2013).2391132910.1016/j.cell.2013.07.006PMC3763726

[b35] ContrinoS. . modMine: flexible access to modENCODE data. Nucleic Acids Res 40, D1082–D1088 (2012).2208056510.1093/nar/gkr921PMC3245176

[b36] HendersonS. T. & JohnsonT. E. daf-16 integrates developmental and environmental inputs to mediate aging in the nematode Caenorhabditis elegans. Current Biology 11, 1975–1980 (2001).1174782510.1016/s0960-9822(01)00594-2

[b37] WolfM., NunesF., HenkelA., HeinickA. & PaulR. J. The MAP kinase JNK-1 of Caenorhabditis elegans: Location, activation, and influences over temperature-dependent insulin-like signaling, stress responses, and fitness. J. Cell. Physiol. 214, 721–729 (2008).1789441110.1002/jcp.21269

[b38] LeiserS. F., BegunA. & KaeberleinM. HIF-1 modulates longevity and healthspan in a temperature-dependent manner. Aging Cell 10, 318–326 (2011).2124145010.1111/j.1474-9726.2011.00672.xPMC3980873

[b39] GrosswendtS. . Unambiguous identification of miRNA:target site interactions by different types of ligation reactions. Mol. Cell 54, 1042–1054 (2014).2485755010.1016/j.molcel.2014.03.049PMC4181535

[b40] KhorshidM., HausserJ., ZavolanM. & van NimwegenE. A biophysical miRNA-mRNA interaction model infers canonical and noncanonical targets. Nature Methods 10, 253–255 (2013).2333410210.1038/nmeth.2341

[b41] MurphyC. T. . Genes that act downstream of DAF-16 to influence the lifespan of Caenorhabditis elegans. Nature 424, 277–283 (2003).1284533110.1038/nature01789

[b42] JonesS. J. . Changes in gene expression associated with developmental arrest and longevity in Caenorhabditis elegans. Genome Res. 11, 1346–1352 (2001).1148357510.1101/gr.184401

[b43] WangJ. & KimS. K. Global analysis of dauer gene expression in Caenorhabditis elegans. Development 130, 1621–1634 (2003).1262098610.1242/dev.00363

[b44] MalmevikJ. . Distinct cognitive effects and underlying transcriptome changes upon inhibition of individual miRNAs in hippocampal neurons. Scientific Reports 6, 19879 (2016).2681363710.1038/srep19879PMC4728481

[b45] ZhouK. I., PincusZ. & SlackF. J. Longevity and stress in Caenorhabditis elegans. Aging (Albany NY) 3, 733–753 (2011).2193776510.18632/aging.100367PMC3184976

[b46] RiesenM. . MDL-1, a growth- and tumor-suppressor, slows aging and prevents germline hyperplasia and hypertrophy in *C. elegans*. Aging (Albany NY) 6, 98–117 (2014).2453161310.18632/aging.100638PMC3969279

[b47] YuanJ., TirabassiR. S., BushA. B. & ColeM. D. The *C. elegans* MDL-1 and MXL-1 proteins can functionally substitute for vertebrate MAD and MAX. Oncogene 17, 1109–1118 (1998).976482110.1038/sj.onc.1202036

[b48] JohnsonD. W. . The Caenorhabditis elegans Myc-Mondo/Mad complexes integrate diverse longevity signals. PLoS Genet. 10, e1004278 (2014).2469925510.1371/journal.pgen.1004278PMC3974684

[b49] HausserJ. & ZavolanM. Identification and consequences of miRNA-target interactions — beyond repression of gene expression. Nat Rev Genet 15, 599–612 (2014).2502290210.1038/nrg3765

[b50] SelbachM. . Widespread changes in protein synthesis induced by microRNAs. Nature 455, 58–63 (2008).1866804010.1038/nature07228

[b51] BaekD. . The impact of microRNAs on protein output. Nature 455, 64–71 (2008).1866803710.1038/nature07242PMC2745094

[b52] DjuranovicS., NahviA. & GreenR. miRNA-Mediated Gene Silencing by Translational Repression Followed by mRNA Deadenylation and Decay. Science 336, 237–240 (2012).2249994710.1126/science.1215691PMC3971879

[b53] BazziniA. A., LeeM. T. & GiraldezA. J. Ribosome Profiling Shows That miR-430 Reduces Translation Before Causing mRNA Decay in Zebrafish. Science 336, 233–237 (2012).2242285910.1126/science.1215704PMC3547538

[b54] HeL. . A microRNA component of the p53 tumour suppressor network. Nature 447, 1130–1134 (2007).1755433710.1038/nature05939PMC4590999

[b55] Raver-ShapiraN. . Transcriptional Activation of miR-34a Contributes to p53-Mediated Apoptosis. Molecular Cell 26, 731–743 (2007).1754059810.1016/j.molcel.2007.05.017

[b56] BurkeS. L., HammellM. & AmbrosV. Robust Distal Tip Cell Pathfinding in the Face of Temperature Stress Is Ensured by Two Conserved microRNAS in Caenorhabditis elegans. Genetics 200, 1201–1218 (2015).2607828010.1534/genetics.115.179184PMC4574240

[b57] YangJ. . MiR-34 modulates Caenorhabditis elegans lifespan via repressing the autophagy gene atg9. AGE 35, 11–22 (2013).2208142510.1007/s11357-011-9324-3PMC3543738

[b58] LeeR. Y. N., HenchJ. & RuvkunG. Regulation of *C. elegans* DAF-16 and its human ortholog FKHRL1 by the daf-2 insulin-like signaling pathway. Current Biology 11, 1950–1957 (2001).1174782110.1016/s0960-9822(01)00595-4

[b59] de LencastreA. . MicroRNAs Both Promote and Antagonize Longevity in *C. elegans*. Current Biology 20, 2159–2168 (2010).2112997410.1016/j.cub.2010.11.015PMC3023310

[b60] BansalA. . Transcriptional regulation of Caenorhabditis elegans FOXO/DAF-16 modulates lifespan. Longevity & Healthspan 3, 5 (2014).2483434510.1186/2046-2395-3-5PMC4022319

[b61] KressT. R. . The MK5/PRAK kinase and Myc form a negative feedback loop that is disrupted during colorectal tumorigenesis. Mol. Cell 41, 445–457 (2011).2132988210.1016/j.molcel.2011.01.023

[b62] BaderA. G. miR-34 – a microRNA replacement therapy is headed to the clinic. Frontiers in Genetics 3 (2012).10.3389/fgene.2012.00120PMC338767122783274

[b63] HermekingH. MicroRNAs in the p53 network: micromanagement of tumour suppression. Nat. Rev. Cancer 12, 613–626 (2012).2289854210.1038/nrc3318

[b64] HenrichK.-O., SchwabM. & WestermannF. 1p36 tumor suppression–a matter of dosage? Cancer Res. 72, 6079–6088 (2012).2317230810.1158/0008-5472.CAN-12-2230

[b65] BrennerS. The Genetics of Caenorhabditis Elegans. Genetics 77, 71–94 (1974).436647610.1093/genetics/77.1.71PMC1213120

[b66] IsikM. & BerezikovE. Biolistic transformation of Caenorhabditis elegans. Methods Mol. Biol. 940, 77–86 (2013).2310433510.1007/978-1-62703-110-3_7

[b67] AilionM. & ThomasJ. H. Dauer formation induced by high temperatures in Caenorhabditis elegans. Genetics 156, 1047–1067 (2000).1106368410.1093/genetics/156.3.1047PMC1461313

[b68] RitchieM. E. . limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research 43, e47–e47 (2015).2560579210.1093/nar/gkv007PMC4402510

[b69] KimD., LangmeadB. & SalzbergS. L. HISAT: a fast spliced aligner with low memory requirements. Nature Methods 12, 357–360 (2015).2575114210.1038/nmeth.3317PMC4655817

[b70] HartleyS. W. & MullikinJ. C. QoRTs: a comprehensive toolset for quality control and data processing of RNA-Seq experiments. BMC Bioinformatics 16 (2015).10.1186/s12859-015-0670-5PMC450662026187896

[b71] RobinsonM. D., McCarthyD. J. & SmythG. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26, 139–140 (2010).1991030810.1093/bioinformatics/btp616PMC2796818

[b72] FormanJ. J., Legesse-MillerA. & CollerH. A. A search for conserved sequences in coding regions reveals that the let-7 microRNA targets Dicer within its coding sequence. Proceedings of the National Academy of Sciences 105, 14879–14884 (2008).10.1073/pnas.0803230105PMC256746118812516

[b73] QinW. . miR-24 Regulates Apoptosis by Targeting the Open Reading Frame (ORF) Region of FAF1 in Cancer Cells. Plos One 5, e9429 (2010).2019554610.1371/journal.pone.0009429PMC2828487

[b74] OttC. E. . MicroRNAs differentially expressed in postnatal aortic development downregulate elastin via 3′ UTR and coding-sequence binding sites. PLoS ONE 6, e16250 (2011).2130501810.1371/journal.pone.0016250PMC3031556

[b75] HuangF. W. D., QinJ., ReidysC. M. & StadlerP. F. Target prediction and a statistical sampling algorithm for RNA-RNA interaction. Bioinformatics 26, 175–181 (2010).1991030510.1093/bioinformatics/btp635PMC2804298

[b76] HausserJ., SyedA. P., BilenB. & ZavolanM. Analysis of CDS-located miRNA target sites suggests that they can effectively inhibit translation. Genome Research 23, 604–615 (2013).2333536410.1101/gr.139758.112PMC3613578

[b77] HuangD. W., ShermanB. T. & LempickiR. A. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Research 37, 1–13 (2009).1903336310.1093/nar/gkn923PMC2615629

[b78] HuangD. W., ShermanB. T. & LempickiR. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature Protocols 4, 44–57 (2008).10.1038/nprot.2008.21119131956

# Supplementary material for: MicroRNA mir-34 provides robustness to environmental stress response via the DAF-16 network in C. elegans
**Source:** Sci Rep. 2016 Dec 1;6:36766. doi: 10.1038/srep36766
**Supplement:** Supplementary Information

# **MicroRNA *mir-34* provides robustness to environmental stress response via the DAF-16 network in *C. elegans***

Meltem Isik<sup>1,2</sup>, T. Keith Blackwell<sup>2</sup>, and Eugene Berezikov<sup>1,3</sup>

<sup>1</sup>Hubrecht Institute-KNAW and University Medical Center Utrecht, Utrecht, The Netherlands; <sup>2</sup>Joslin Diabetes Center, Harvard Stem Cell Institute, and Harvard Medical School Department of Genetics, Boston, Massachusetts, United States of America; <sup>3</sup>European Research Institute for the Biology of Ageing, University of Groningen, University Medical Center Groningen, Groningen, The Netherlands.

## **Supplementary Figures and Tables:**

**Supplementary Figure S1.** Morphological defects in *mir-34(gk437)* dauers.

**Supplementary Figure S2.** Effect of insulin response element (IRE), DAF-12, GA-repeat deletions on *Pmir-34<sub>2.2kb</sub>::gfp* expression in dauers.

**Supplementary Figure S3.** *Pmir-34<sub>2.2kb</sub>::gfp* expression is regulated by DAF-16 in both adult and dauer stages.

**Supplementary Figure S4.** Gene overlap analysis for up- and down-regulated genes for conditions tested in microarray analysis, class 1, class 2, dauer and non-dauer genes.

**Supplementary Figure S5.** Both *mir-34(gk437)* and *mir-34OE* result in impaired stress response.

**Supplementary Figure S6.** Model for daf-16/mir-34 feedback inhibition loop in regulating dauer morphogenesis and survival and environmental stress response.

**Supplementary Table S4.** *C. elegans* strains used in the study.

**Supplementary Table S5.** Sequences of oligonucleotides used in the study.

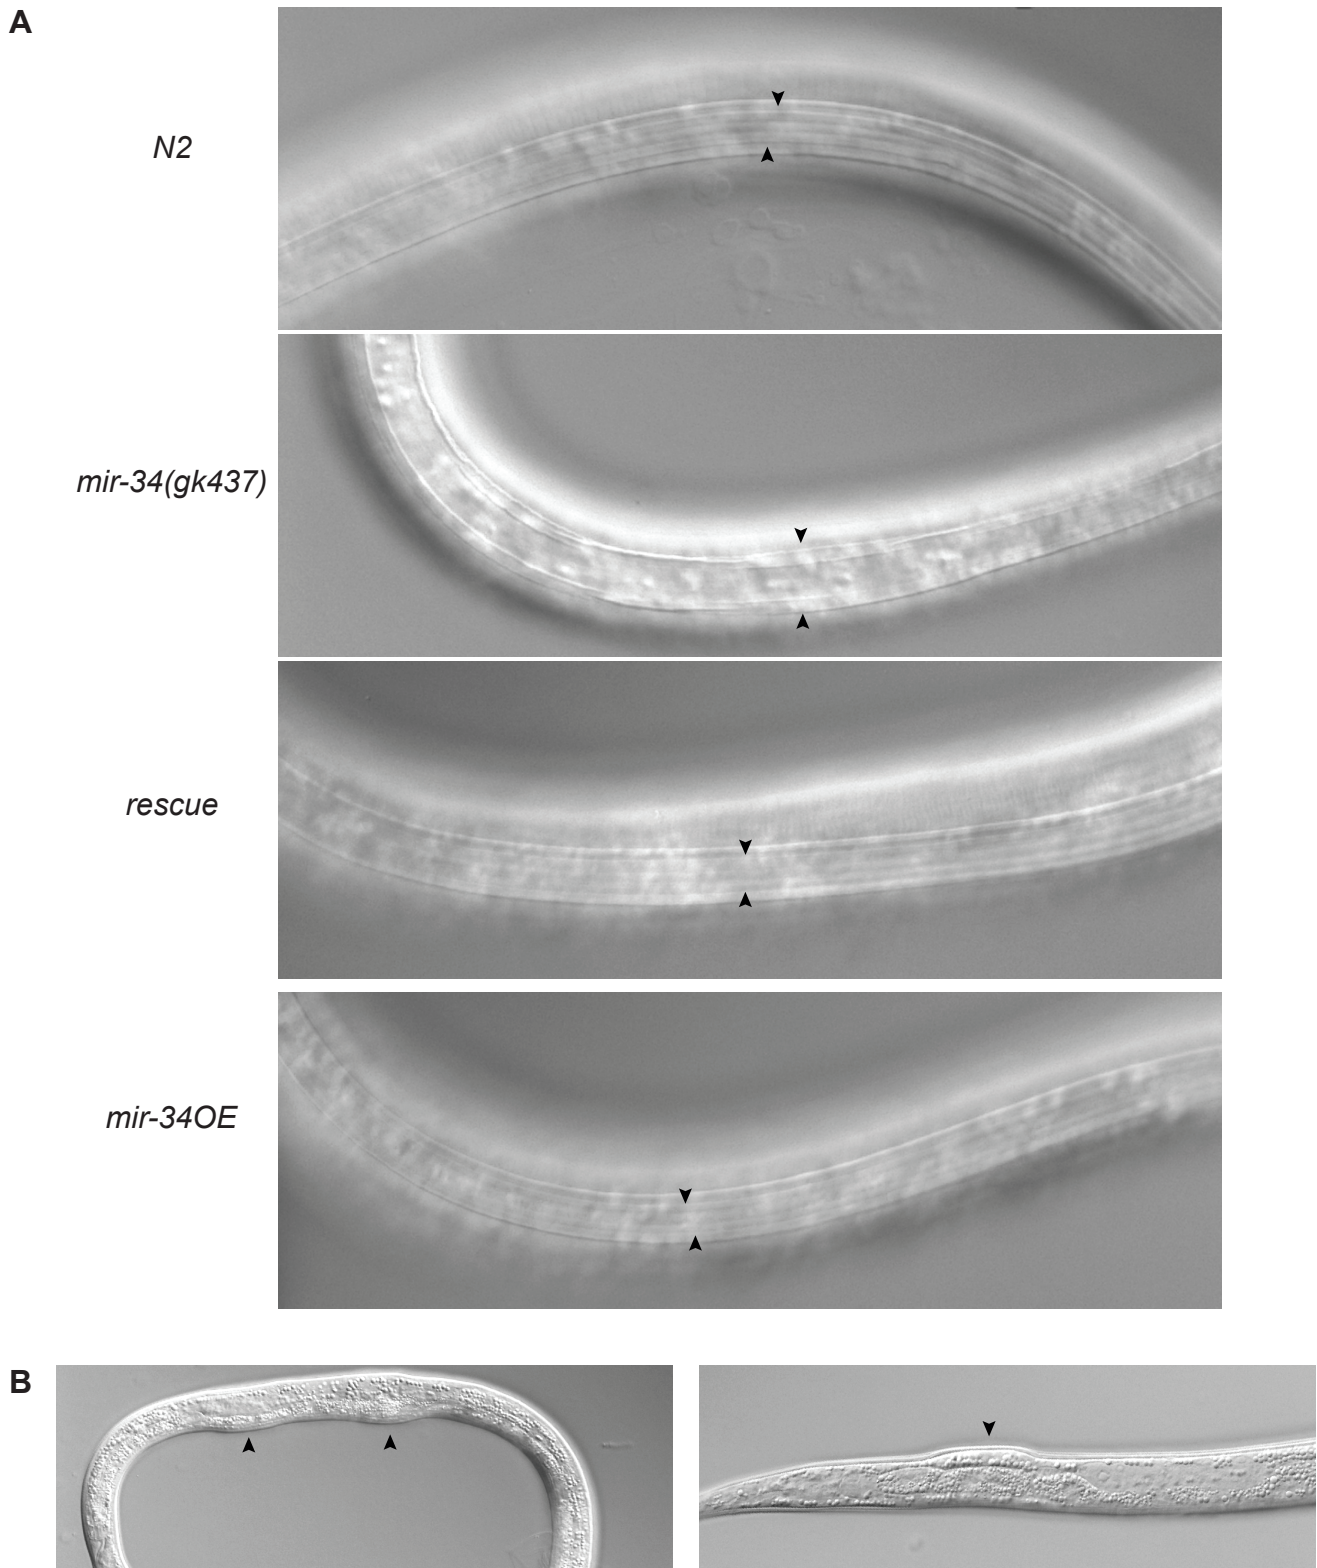

**Supplementary Figure S1. Morphological defects in *mir-34(gk437)* dauers. (A)** Defects in alae formation. Alae positions are indicated by arrows. Alae are formed by single protruding ridges in wild-type animals, and it is split into several ridges in *mir-34(gk437)* dauers. The defect is rescued in the rescue and overexpression strains. **(B)** Defects in body shapes due to bulges in hypodermis (indicated by arrows).

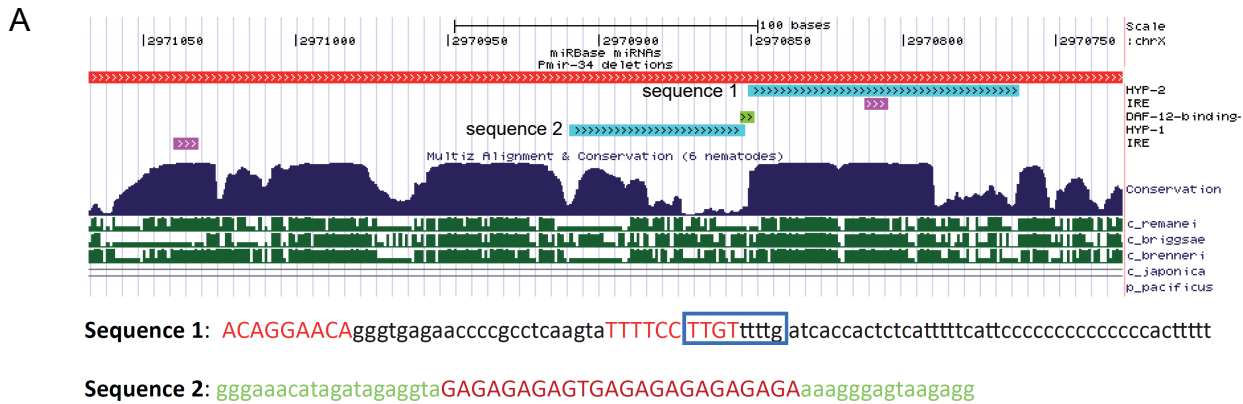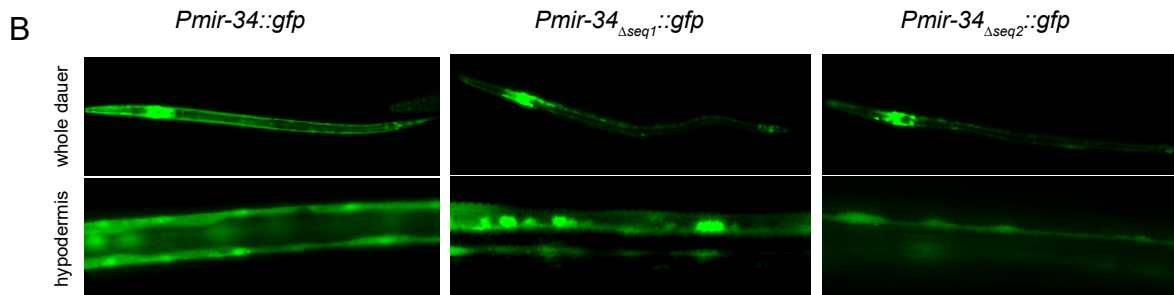

**Supplementary Figure S2. Effect of insulin response element (IRE), DAF-12, GA-repeat deletions on *Pmir-34*<sub>2.2kb</sub>::*gfp* expression in dauers.** (A) Location and sequence of tested deletions. (B) Hypodermal expression of *Pmir-34*<sub>2.2kb</sub>::*gfp* is diminished in dauers when sequence 1 (DAF-12 binding element and IRE) is deleted from *mir-34* promoter. Both hypodermal and seam cell *Pmir34*::*gfp* expression in dauers is lost when GA-repeat elements are deleted from *mir-34* promoter.

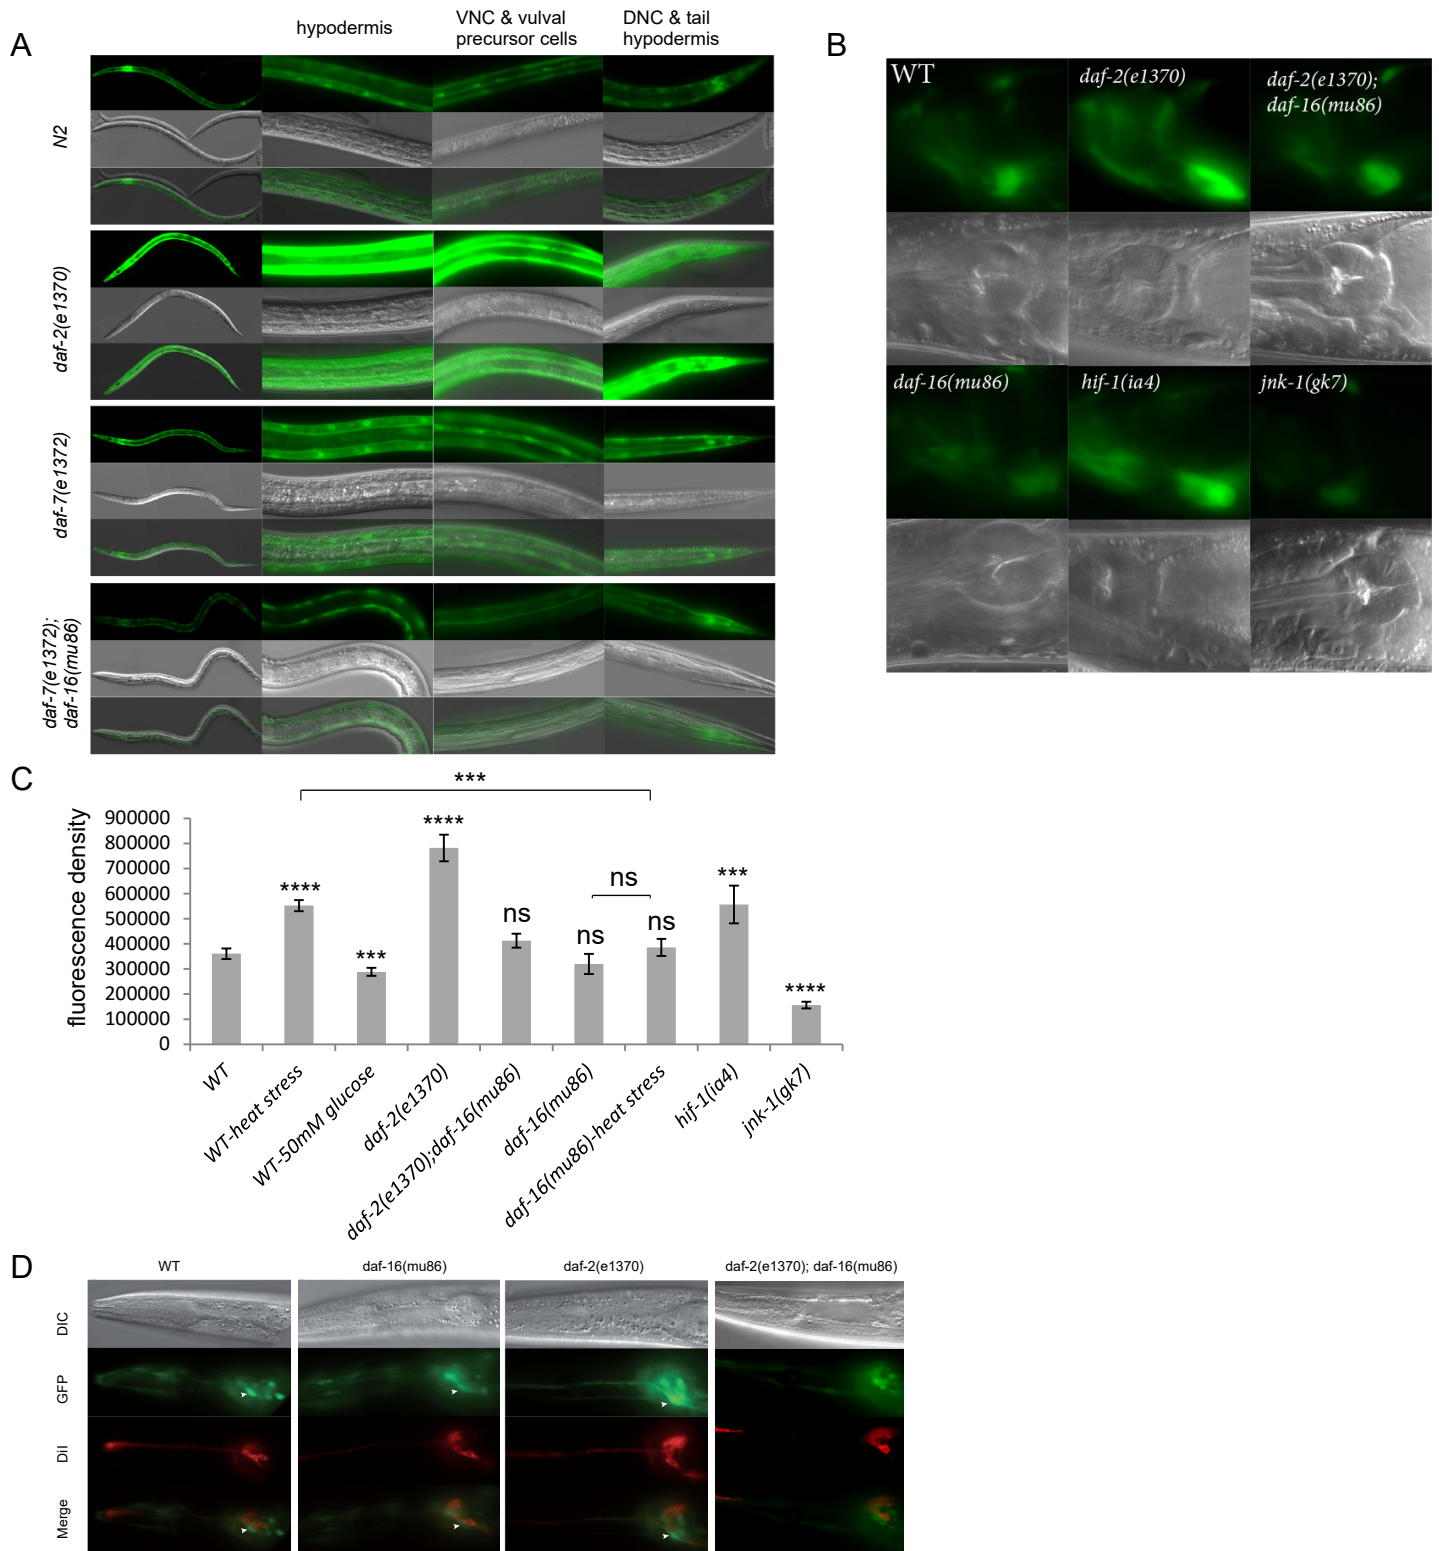

**Supplementary Figure S3. *Pmir-34*<sub>2.2kb</sub>::*gfp* expression is regulated by DAF-16 in both adult and dauer stages. (A)** DAF-16 regulates *mir-34* expression in dauers. **(B)** *Pmir-34*<sub>2.2kb</sub>::*gfp* expression levels in excretory gland cells of (i) WT, (ii) *daf-2(e1370)*, (iii) *daf-2(e1370); daf-16(mu86)*, (iv) *daf-16(mu86)*, (v) *hif-1(ia4)* and (vi) *jnk-1(gk7)* backgrounds **(C)** Quantification of fluorescence density of *Pmir-34*<sub>2.2kb</sub>::GFP in various genetic backgrounds, under heat stress and glucose supplementation. Data are expressed in arbitrary fluorescence units. Error bars represent SD. Statistical significance is calculated by two-tailed unpaired *t* test. \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. **(D)** DAF-16 is required for *mir-34* expression in AWC amphid neurons of adults.

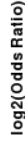log2(Odds Ratio)

log2(Odds Ratio)

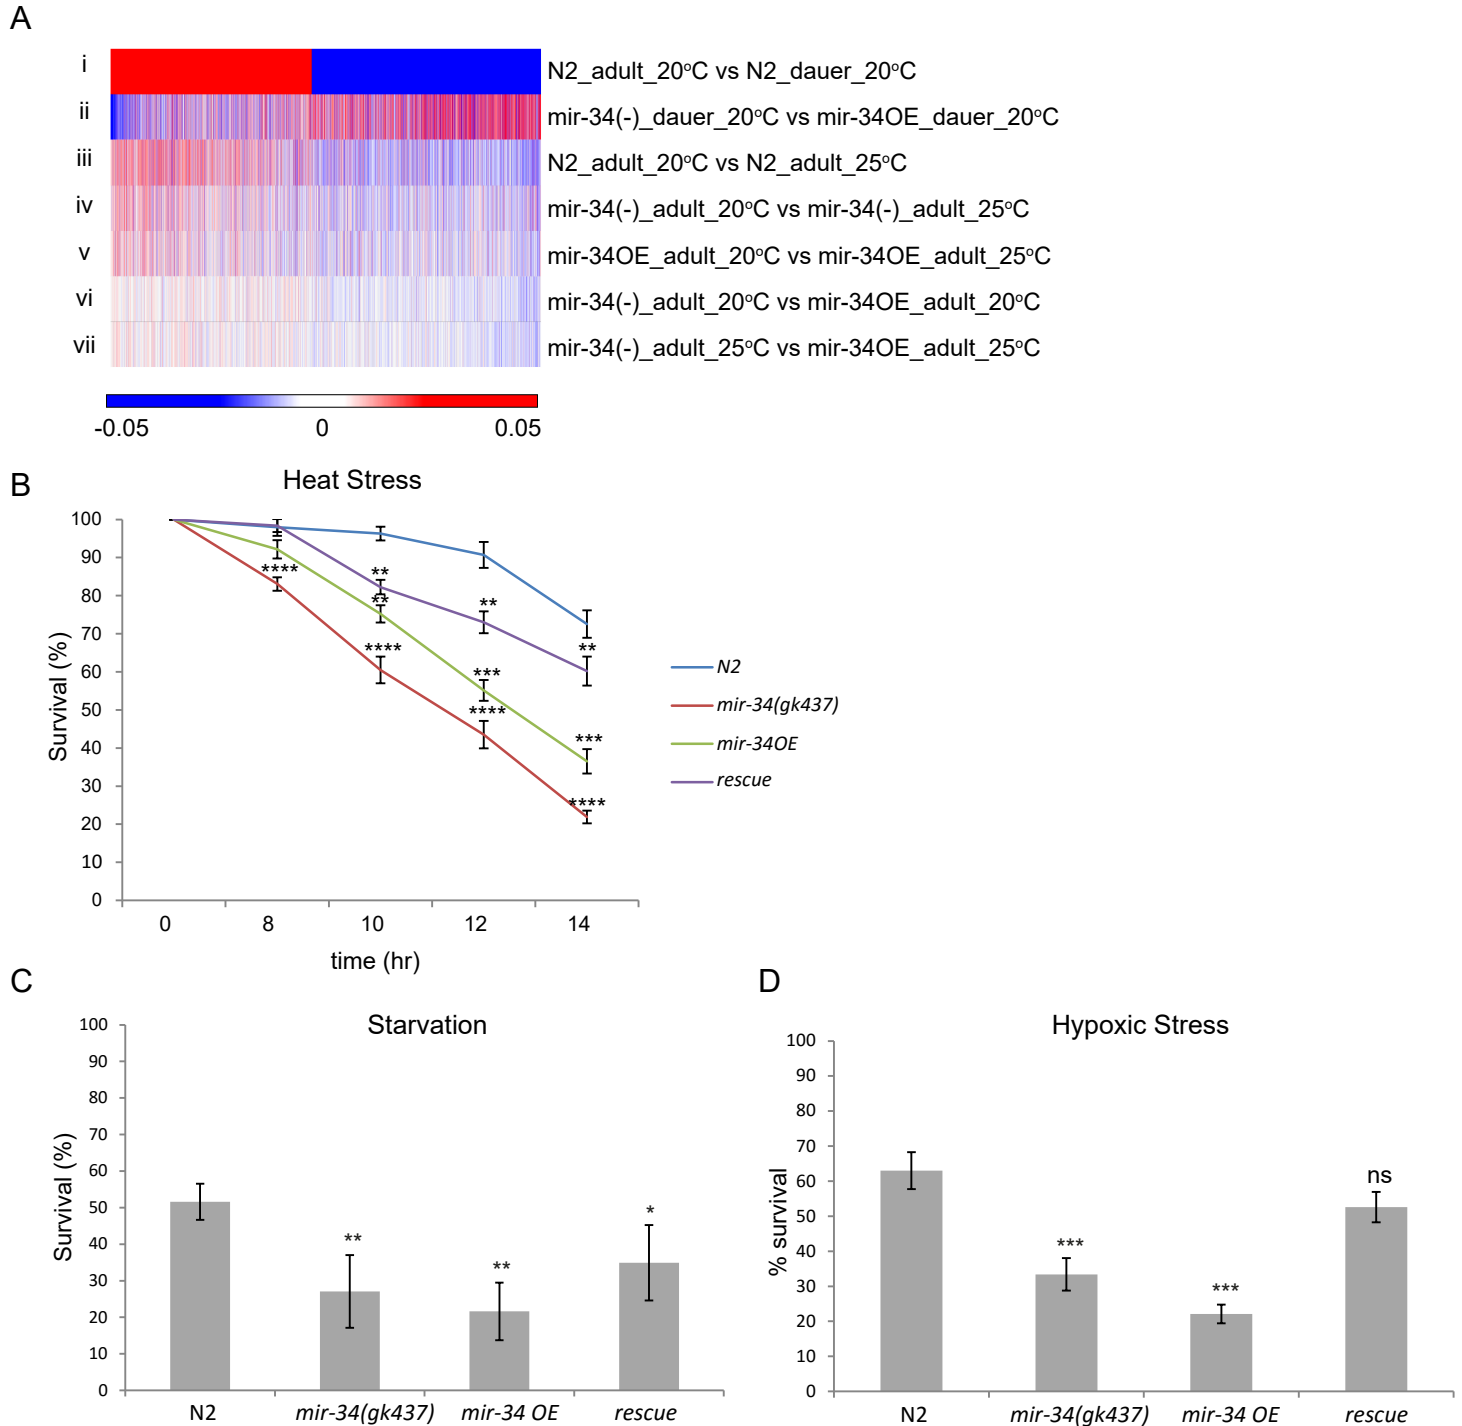

**Supplementary Figure S5. Both *mir-34(gk437)* and *mir-34OE* result in impaired stress response.** (A) Heatmap showing overlap between stress response genes induced by growth at high temperature and dauer formation and its correlation with *mir-34* mutation and overexpression in dauer and adult stages. (B – D) Survival under different stress conditions: heat stress (B), starvation (C) and hypoxic stress (D). Error bars represent SD. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ , unpaired two-tailed  $t$  test. All comparisons are to WT.

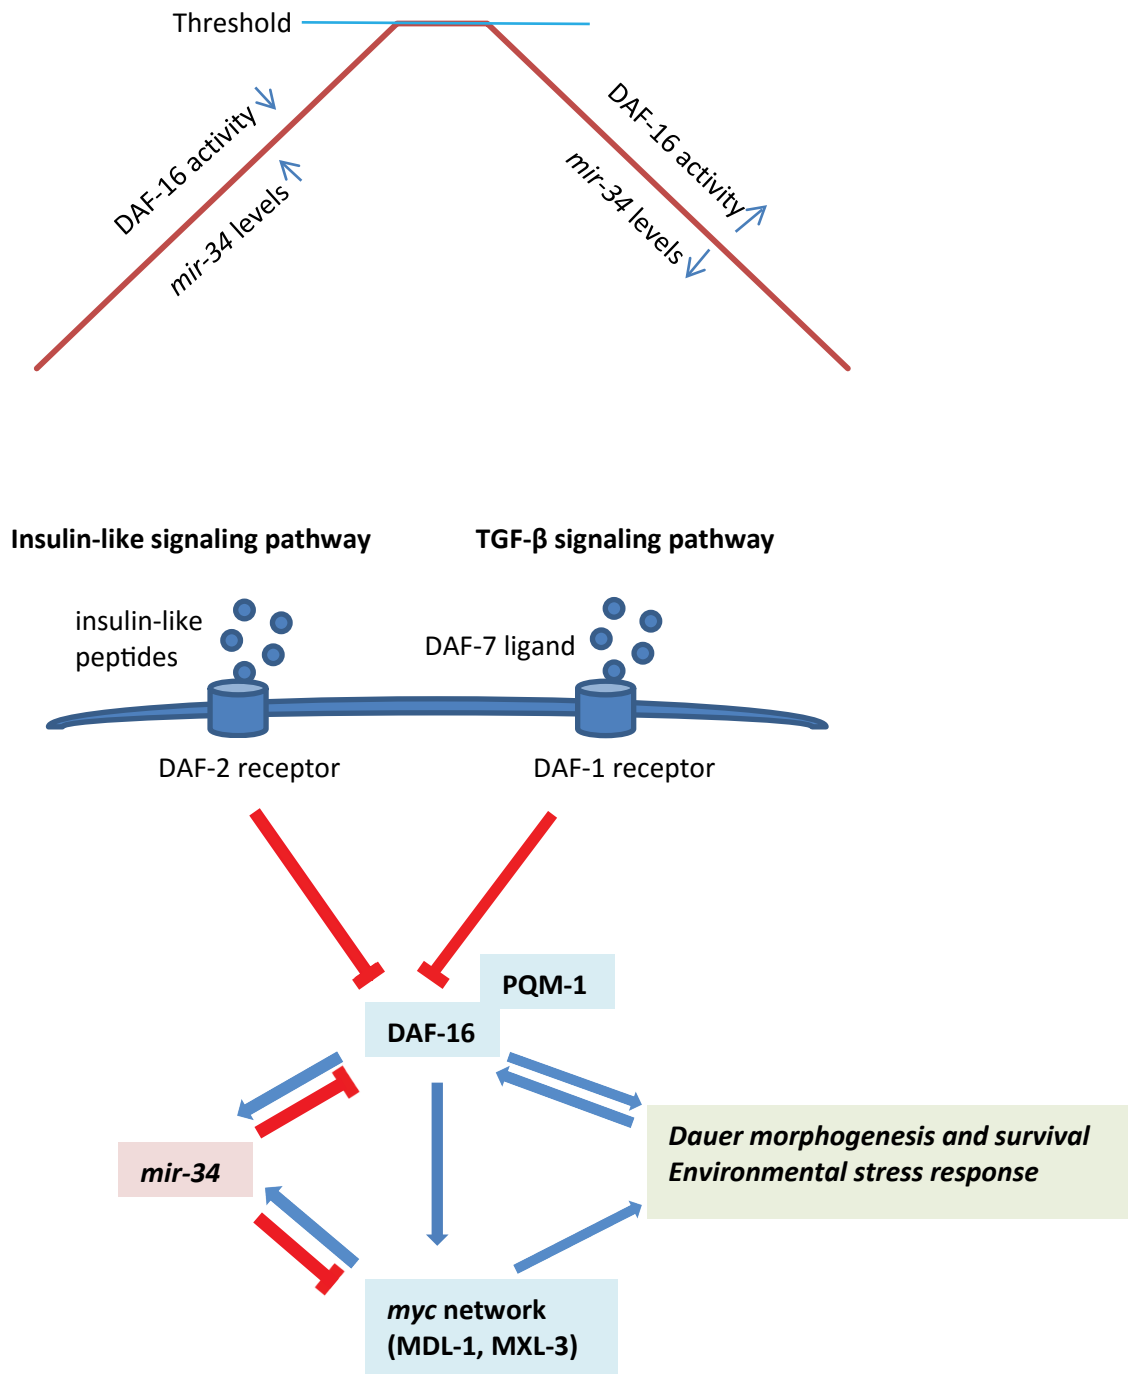

**Supplementary Figure S6. Model for *daf-16/mir-34* feedback inhibition loop in regulating dauer morphogenesis and survival and environmental stress response.** Insulin signaling pathway and other pathways (i.e TGF- $\beta$  signaling pathway) that directly and indirectly regulate DAF-16 nuclear localization, respectively, can modulate *mir-34* levels. After *mir-34* levels reach a threshold, DAF-16 levels drop down via targeting of *daf-16* mRNA by miR-34. A similar feedback inhibition loop may also be present between *mir-34* and *myc* network. This crosstalk between *mir-34*, DAF-16 and *myc* network is necessary for regulation of dauer morphogenesis and survival and environmental stress response.

**Supplementary Table S4.** Strains used in this study.

| <b>Strain name</b>              | <b>Genotype</b>                                                                             |
|---------------------------------|---------------------------------------------------------------------------------------------|
| <i>BER107</i>                   | <i>mir-34(gk437)X</i> (outcrossed 9x from VC1051)                                           |
| <i>BER108</i>                   | <i>daf-2(e1370)III</i> (outcrossed 4x from CB1370)                                          |
| <i>BER109</i>                   | <i>daf-7(e1372)III</i> (outcrossed 4x from CB1372)                                          |
| <i>BER110</i>                   | <i>daf-16(mu86)I</i> (outcrossed 4x from CF1038)                                            |
| <i>BER111</i>                   | <i>daf-16(mu86) I; muls61</i> (outcrossed 9x from CF1139)                                   |
| <i>BER128</i>                   | <i>daf-16(mu86) I; muls61; mir-34(gk437)</i>                                                |
| <i>BER126</i>                   | <i>daf-2 (e1370)III; mir-34(gk437)</i>                                                      |
| <i>BER127</i>                   | <i>daf-7(e1372)III; mir-34(gk437)</i>                                                       |
| <i>BER124</i>                   | <i>unc-119(ed3)III oxIs[Pmir-34<sub>2.2kb</sub>::mir-34; unc-119(+)]</i>                    |
| <i>BER125</i>                   | <i>unc-119(ed3)III oxIs[Pmir-34<sub>2.2kb</sub>::mir-34; unc-119(+)]; mir-34(gk437)</i>     |
| <i>BER101</i>                   | <i>unc-119(ed3)III Is[Pmir-34<sub>2.2kb</sub>::gfp; unc-119(+)]</i>                         |
| <i>BER103</i>                   | <i>unc-119(ed3)III Is[Pmir-34<sub>1.7kb</sub>::gfp; unc-119(+)]</i>                         |
| <i>BER102</i>                   | <i>unc-119(ed3)III Is[Pmir-34<sub>1.2kb</sub>::gfp; unc-119(+)]</i>                         |
| <i>BER104</i>                   | <i>unc-119(ed3)III Is[Pmir-34<sub>0.5kb</sub>::gfp; unc-119(+)]</i>                         |
| <i>BER105</i>                   | <i>unc-119(ed3)III Is[Pmir-34<sub>Δseq1</sub>::gfp; unc-119(+)]</i>                         |
| <i>BER106</i>                   | <i>unc-119(ed3)III Is[Pmir-34<sub>Δseq2</sub>::gfp; unc-119(+)]</i>                         |
| <i>BER113</i>                   | <i>daf-1(e1487)IV; unc-119(ed3)III Is[Pmir-34<sub>2.2kb</sub>::gfp; unc-119(+)]</i>         |
| <i>BER114</i>                   | <i>daf-2 (e1370)III; unc-119(ed3)III Is[Pmir-34<sub>2.2kb</sub>::gfp; unc-119(+)]</i>       |
| <i>BER115</i>                   | <i>daf-3(mgDf90)X; unc-119(ed3)III Is[Pmir-34<sub>2.2kb</sub>::gfp; unc-119(+)]</i>         |
| <i>BER116</i>                   | <i>daf-7(e1372)III; unc-119(ed3)III Is[Pmir-34<sub>2.2kb</sub>::gfp; unc-119(+)]</i>        |
| <i>BER117</i>                   | <i>daf-9(e1406)X; unc-119(ed3)III Is[Pmir-34<sub>2.2kb</sub>::gfp; unc-119(+)]</i>          |
| <i>BER120</i>                   | <i>daf-16(mu86)I; unc-119(ed3)III Is[Pmir-34<sub>2.2kb</sub>::gfp; unc-119(+)]</i>          |
| <i>BER121</i><br><i>119(+)]</i> | <i>daf-2(e1370)III; daf-16(mu86); unc-119(ed3)III Is[Pmir-34<sub>2.2kb</sub>::gfp; unc-</i> |
| <i>BER122</i><br><i>119(+)]</i> | <i>daf-7(e1372)III; daf-16(mu86); unc-119(ed3)III Is[Pmir-34<sub>2.2kb</sub>::gfp; unc-</i> |

## Supplementary Table S5. Primer sequences used in this study

### Cloning of *mir-34* promoter

|                                  |                                   |
|----------------------------------|-----------------------------------|
| Pmir-34 <sub>2.2kb</sub> -PstI-F | gaactgcagccactggttgcaaataattag    |
| Pmir-34 <sub>2.2kb</sub> -XbaI-R | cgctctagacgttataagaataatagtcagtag |

### Cloning of *mir-34* gene

|                        |                                  |
|------------------------|----------------------------------|
| <i>mir-34</i> -NotI-F  | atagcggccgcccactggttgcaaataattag |
| <i>mir-34</i> -BamHI-R | ataGGATCCtcaaagaagcgtttaagaag    |

### *mir-34* promoter truncations

|                                   |                                  |
|-----------------------------------|----------------------------------|
| Pmir-34-Not1-R                    | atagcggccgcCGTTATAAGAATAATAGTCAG |
| Pmir-34 <sub>1.7kb</sub> -BsptI-F | ataacttaagGTTTGAGTTTAAAAAAAAG    |
| Pmir-34 <sub>1.2kb</sub> -BsptI-F | ataacttaagAGCGAAGAGGGAGGTAAGGT   |
| Pmir-34 <sub>0.5kb</sub> -BsptI-F | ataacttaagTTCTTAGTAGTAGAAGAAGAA  |

### *mir-34* promoter deletions by Quickchange

|                             |                                                               |
|-----------------------------|---------------------------------------------------------------|
| Pmir-34 <sub>Δseq2</sub> -F | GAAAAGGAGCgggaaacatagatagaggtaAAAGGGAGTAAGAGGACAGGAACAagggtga |
| Pmir-34 <sub>Δseq2</sub> -R | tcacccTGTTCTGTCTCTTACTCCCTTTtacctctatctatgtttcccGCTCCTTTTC    |
| Pmir-34 <sub>Δseq1</sub> -F | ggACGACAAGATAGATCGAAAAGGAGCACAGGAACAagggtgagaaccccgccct       |
| Pmir-34 <sub>Δseq1</sub> -R | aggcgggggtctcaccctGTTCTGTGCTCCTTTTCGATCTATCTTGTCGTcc          |

### Identification of *mir-34* mutation

|                          |                       |
|--------------------------|-----------------------|
| <i>mir-34</i> (gk437)-F1 | gaagatactcaaacttgcttg |
| <i>mir-34</i> (gk437)-R1 | gaattcttgatcaatccattg |
| <i>mir-34</i> (gk437)-F2 | gcctcggttcgctcgtcttg  |
| <i>mir-34</i> (gk437)-R2 | gaagcgtttaagaagcgctcg |

How the deposited data were processed for this re-analysis (not part of the article)

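Gene expression was measured on 30 single-color Agilent arrays, 1 per sample, in 11 groups of *C. elegans* samples. These were WT, *mir-34(gk437)* and *mir-34*OE adults at 20 °C and at 25 °C, dauers of the same strains at 20 °C, and *daf-2(e1370)* and *daf-2(e1370);mir-34(gk437)* dauers at 25 °C. Conditions and replicate numbers were taken from the sample labels. Each group had 3 arrays except WT dauers, *mir-34*OE adults at 20 °C and *daf-2(e1370)* dauers, which had 2. The design drawn up at the start speaks of 10 groups, but all 11 entered the fit. The arrays lay on 8 slides with 4 positions each and were scanned on 4 days.

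The authors deposited 2 kinds of values. The first are the scanner files of Agilent Feature Extraction, which hold for each of 45220 features the intensity in arbitrary units, before and after the background subtraction of the software, together with flags for saturated spots, outlier spots and spots well above background. The second is a table of the authors' processed values on the log2 scale. The columns of that table have nearly the same quantiles on all arrays, as quantile normalization gives, and each correlated best with the mean signal of its own array, for 30 of 30 arrays, with an r of at least 0.992. The paper's text names limma but no background correction, normalization or threshold. No column of values per sample was left unused. Of Supplementary Table S1, 1776 of 17515 lines were held, and these were used only for the comparison with the paper's values.

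The values reported were computed from the processed signal of the scanner software, which is the deposited intensity after background subtraction. The signal was put on the log2 scale, and the 75th percentile over the non-control probes of the array was subtracted. Spots the software called outliers within their array were left out, 458 over all arrays and between 4 and 107 per array. No non-control spot was saturated. Of 43603 non-control probes, 36877 had a gene, of which 36095 were matched to the gene table of the WBcel235 assembly and 782 took the name the files give. There were 6712 probes with no gene and 14 that matched several genes, and these were left out. Probes were kept when they were well above background on every array of at least 1 group, and the log2 values of the kept probes of a gene were averaged, which left 18813 genes. Changes are relative to the 75th percentile of each array, so a change that affects most genes alike is not seen.

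The depth of an array is its signal over background. Between 72.2% and 85.2% of probes were well above background per array. The median over the arrays of a group of the 75th percentile of the intensity was 2563 in WT, 2494 in *mir-34(gk437)* and 1795 in *mir-34*OE adults at 20 °C, and 2723, 2747 and 1959 in the same strains at 25 °C. It was 1869.8 in WT, 3015 in *mir-34(gk437)* and 3156 in *mir-34*OE dauers, 966 in *daf-2(e1370)* dauers and 1142 in *daf-2(e1370);mir-34(gk437)* dauers. The local background was 40 to 58 on slides 1 to 5 and 19.5 to 30 on slides 6 to 8. The precision is limited by the number of arrays.

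Differential expression was tested with limma in 1 fit over all arrays with 1 mean per group, in 13 comparisons of groups and 3 interactions, with Benjamini-Hochberg adjustment within each and a threshold of 0.05 on the adjusted p, two-sided, with no minimum fold change. The interactions tested whether the response to 25 °C differed between *mir-34(gk437)* or *mir-34*OE and WT adults, and whether the effect of *mir-34(gk437)* differed between dauers of the WT and *daf-2(e1370)* backgrounds. Overlaps between sets of genes were tested by the hypergeometric probability among the genes tested, as in the paper. For overlaps and correlations, unchanged groups were simulated 100 times with the mean of their reference. Each simulated array, controls included, took the residuals of an array drawn from any group, with a random sign. Adults could thus take residuals of dauers at 20 °C, whose median SD was 0.1873 to 0.2003, against 0.084 to 0.1404 in adults. The simulated ranges are therefore not those of the arrays compared alone. Correlations across genes are Pearson's r and Spearman's rho, given without a p because genes are not independent replicates. The spread used to say whether such a correlation moved is the SD of its values with 1 array left out at a time. Named genes are those the paper names beside its array results, the genes of Table S2 under glycolysis, intermediate filament and extracellular matrix, the genes on the array next to *mir-34*, and for each of 12 comparisons the 2 with the largest rise and the 2 with the largest fall among those past the threshold, with no overlap between the arrays of both groups and every probe well above background and unsaturated. The genes changed in all 3 stages and temperatures, which the closing section names, were chosen after their values were seen.

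The 8 marker lists, which were cuticle collagens, moulting genes, major sperm proteins, oocyte and early embryo genes, vitellogenins, heat shock genes and genes that DAF-16 activates or represses, were written before the values were seen and tested with camera (preset correlation 0.01) and fry from limma. Other splits of the arrays were counted for every comparison of groups with 3 arrays each, with 100 drawn exchanges of strains for the interaction. The position of genes was compared with that of 10000 random sets of genes.

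The alternatives were quantile normalization, normexp background correction with an offset of 50 followed by the 75th percentile or by quantile normalization, the authors' processed values, no filter and a stricter filter on dim probes, the brightest probe of each gene, only the arrays compared in the fit, the replicate number or the slide as a block, the unadjusted p and leaving out each array in turn. Scan day as a block, and other scalings for the marker lists, were added after the data were seen. Where a group lay on slides or scan days of its own, the block was a random effect, with a consensus correlation of 0.401 for slide and 0.237 for scan day. Where leaving out 1 array left a group with 1, that array was assumed to vary like the other groups.

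The fit was tested on simulated data with the observed spread, in which 200 of 18746 genes were changed. It recovered 69.0% of them at a 4.8% share of false calls for *mir-34(gk437)* against WT adults at 20 °C, 57.5% and 6.5% for *mir-34*OE against WT adults at 20 °C, 58.0% and 6.5% for *mir-34(gk437)* against WT dauers, 63.5% and 6.6% for the *daf-2(e1370)* background, and 55.0% and 6.8% for the interaction of *mir-34(gk437)* with temperature. Of the genes changed at least 2-fold, between 61.1% and 76.6% were recovered. The noise was independent and of the same spread in all groups, without an effect of slides. The shares of false calls therefore do not cover the larger spread of the dauers at 20 °C or differences between slides. Both list tests called a moved list and none of 50 unmoved lists. The genes of these lists were simulated as independent, so this does not cover lists whose genes vary together.

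The enrichment of binding motifs, ChIP peaks and miR-34 targets was left out, because no genome sequence was used here and the lists of Table S1 were held in part only. The class 1, class 2, dauer and non-dauer sets of earlier studies and the mouse data were not analysed here either. Versions were R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.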

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

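Of the tests in this part, only those with scan day as a block were chosen only after the result was seen. The results below came up because the same contrast had a different effect in different groups, by a direct test of the difference.

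The response to 25 °C differed between *mir-34(gk437)* and WT adults for 386 genes in the interaction test of limma, 129 with a larger and 257 with a smaller log2 fold change in *mir-34(gk437)*. Among them, the log2 fold change of *mdl-1* (R03E9.1) differed by −2.36 and that of *mxl-3* (F46G10.6) by −2.30, each higher at 25 °C on 3 of 3 WT arrays than on any WT array at 20 °C. Both differences passed in each of 11 alternatives and with each of 12 arrays left out, with adjusted p values up to 0.0204 and 0.0148 over the alternatives. Chance as the cause of the count is argued against by exchanging strains within each temperature, where 2 of 100 drawn exchanges, the real one included, gave as many genes, the other with 461. For the genes with opposite responses only the real one, 1 of 100, gave as many. A difference in stage or moulting between the cultures cannot be told apart from a difference between the strains. The moulting genes, of which 3 of 20 were higher, differed by a median of −0.30 without passing (camera adjusted p = 0.346), and the collagens went both ways, with 73 of 161 higher and a median of −0.03 (adjusted p = 0.865), which decides nothing. That they do not pass excludes no such difference, and the verdict, at first against it, was changed to open after the values were seen. The major sperm proteins, which bear on stage and germline too, were lower by camera, at a median of −0.86 with 0 of 28 higher (adjusted p = 0.015), but did not pass with fry (adjusted p = 0.957). A difference in oocyte and embryo content stays open for part of the pattern. The oocyte and early embryo genes differed by a median of 0.25 in 17 of 18 genes (camera adjusted p = 0.0163), which did not pass with fry either, and is small beside the values of *mdl-1* and *mxl-3*. The slides also differ between the strains, but with slide as a block 779 genes passed, and with scan day as a block 260. The count rests in part on single arrays, and was 188 without *mir-34(gk437)* adult 25 °C replicate 1. The scaling changed it too, to 86 genes with normexp background correction and the 75th percentile. A biological difference between the strains in their response to temperature remains among the open explanations.

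The response to 25 °C also differed between *mir-34*OE and WT adults, for 252 genes, 19 with a larger and 233 with a smaller log2 fold change in *mir-34*OE. This result depended on the processing. It was 111 genes with quantile normalization, 23 with the authors' processed values and 2 with normexp background correction and the 75th percentile, and ranged from 94 genes without *mir-34*OE adult 25 °C replicate 1 to 688 without *mir-34*OE adult 20 °C replicate 1. No slide or scan day holds adults of both strains. With slide as a block there were 176 genes and with scan day as a block 150. *mir-34*OE adults at 20 °C had 2 arrays, of which 1 had the lowest signal of the adult arrays, and no exchange of strains was drawn for them. Background correction stays open as a candidate explanation for part of the 252 genes, beside a biological difference between the strains, which was not tested.

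The effect of *mir-34(gk437)* in dauers differed between the WT and *daf-2(e1370)* backgrounds for 2499 genes, 1129 of them with a larger and the others with a smaller log2 fold change in the WT background, a balance that turned with quantile normalization (52.2% larger) and with normexp background correction and the 75th percentile (63.8%). In the fit of all arrays fewer genes were called in the *daf-2(e1370)* background, 504 against 4982. This order turned when only the arrays compared were fitted, to 183 against 125, so that it depends on how the spread is estimated. The spread was larger in WT and *mir-34(gk437)* dauers, with a median SD of 0.1999 and 0.2003, than in the *daf-2(e1370)* groups, with 0.0798 and 0.1331. Within the fit of all arrays, the lower signal on the *daf-2(e1370)* arrays is argued against as the cause of the fewer genes. Among the third of genes with the highest mean signal, 2.93% were differentially expressed there, against 24.9% in the WT background. Among the third with the lowest signal the shares were 1.97% and 23.5%. The WT dauer arrays enter this interaction. It was 3823 genes without WT dauer replicate 2, 1494 without *daf-2(e1370)* dauer replicate 1, and 848 with only the arrays compared. Animals other than dauers among the WT dauers, weighed under the other observations, remain a candidate explanation for part of it, as do the background and the temperature, which differ together between these groups and cannot be separated by the design.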

How the results depend on the processing

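The alternatives were set before the data were examined, except scan day as a block and the other scalings of the marker lists; the tests with these were chosen only after the data had been seen. There were 36 results of comparisons, which are counts of genes, overlaps, correlations and changes of *daf-16*, beside 111 values of named genes and 40 tests of marker lists. A count is taken as moved when it is more than 1.5 times away, and a correlation when it moved by more than the SD of its values with 1 array left out. Of the 36 results, 35 kept their direction and size without a filter on dim probes and with the replicate number as a block, 34 with the brightest probe, 23 with only the arrays compared, 22 with a stricter filter or scan day as a block, 19 with quantile normalization, with or without normexp background correction, 18 with the authors' processed values, 15 with slide as a block and 9 with normexp background correction and the 75th percentile. With 1 array left out in turn, 189 of 274 values kept direction and size, 76 moved and 9 reversed. Except where stated, the cause of a change was not tested. Comparisons are named by the strain that was compared with WT of the same stage and temperature, or in the *daf-2(e1370)* background by that background.

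The reported counts were 365 for *mir-34(gk437)* adults at 20 °C, 2592 for *mir-34*OE adults at 20 °C, 551 for *mir-34(gk437)* adults at 25 °C, 1935 for *mir-34*OE adults at 25 °C, 4982 for *mir-34(gk437)* dauers, 943 for *mir-34*OE dauers, 6814 for *mir-34*OE against *mir-34(gk437)* dauers, 504 for the *daf-2(e1370)* background, 6571 for the 25 °C response of WT, 4251 for the 25 °C response of *mir-34(gk437)*, 3428 for the 25 °C response of *mir-34*OE, 386 for the interaction of *mir-34(gk437)* with temperature, 252 for the interaction of *mir-34*OE with temperature and 2499 for the interaction of *mir-34(gk437)* with background. There were 180 shared lower and 998 shared higher genes, which are lower or higher both in *mir-34*OE adults at 20 °C and at 25 °C in WT, and 59 genes with opposite responses, which are higher at 25 °C in WT and lower in *mir-34(gk437)*. With quantile normalization the counts that moved were 182 for *mir-34(gk437)* adults at 20 °C, 1318 for *mir-34*OE adults at 20 °C, 348 for *mir-34(gk437)* adults at 25 °C, 1434 for *mir-34*OE dauers, 245 for the interaction of *mir-34(gk437)* with temperature, 111 for the interaction of *mir-34*OE with temperature and 271 for shared higher genes. With normexp background correction and the 75th percentile they were 28 for *mir-34(gk437)* adults at 20 °C, 539 for *mir-34*OE adults at 20 °C, 143 for *mir-34(gk437)* adults at 25 °C, 743 for *mir-34*OE adults at 25 °C, 2084 for *mir-34(gk437)* dauers, 311 for *mir-34*OE dauers, 4189 for *mir-34*OE against *mir-34(gk437)* dauers, 168 for the *daf-2(e1370)* background, 3036 for the 25 °C response of WT, 1561 for the 25 °C response of *mir-34(gk437)*, 921 for the 25 °C response of *mir-34*OE, 86 for the interaction of *mir-34(gk437)* with temperature, 2 for the interaction of *mir-34*OE with temperature, 1043 for the interaction of *mir-34(gk437)* with background, 38 for shared lower genes, 139 for shared higher genes and 18 for genes with opposite responses. With normexp background correction and quantile normalization they were 142 for *mir-34(gk437)* adults at 20 °C, 928 for *mir-34*OE adults at 20 °C, 1452 for *mir-34*OE dauers, 224 for the interaction of *mir-34(gk437)* with temperature, 23 for the interaction of *mir-34*OE with temperature, 142 for shared higher genes and 38 for genes with opposite responses. With the authors' processed values they were 109 for *mir-34(gk437)* adults at 20 °C, 976 for *mir-34*OE adults at 20 °C, 333 for *mir-34(gk437)* adults at 25 °C, 198 for the interaction of *mir-34(gk437)* with temperature, 23 for the interaction of *mir-34*OE with temperature, 100 for shared lower genes, 199 for shared higher genes and 30 for genes with opposite responses. The stricter filter, which tested 13548 genes in place of 18813, gave 1661 for *mir-34*OE adults at 20 °C and 147 for the interaction of *mir-34*OE with temperature.

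With only the arrays compared in the fit, the counts that moved were 21 for *mir-34(gk437)* adults at 20 °C, 924 for *mir-34*OE adults at 20 °C, 832 for *mir-34(gk437)* adults at 25 °C, 3736 for *mir-34*OE adults at 25 °C, 125 for *mir-34(gk437)* dauers, 3396 for *mir-34*OE against *mir-34(gk437)* dauers, 183 for the *daf-2(e1370)* background, 848 for the interaction of *mir-34(gk437)* with background, 47 for shared lower genes, 379 for shared higher genes and 37 for genes with opposite responses. For *mir-34*OE against WT dauers that fit gave 0 genes in limma, against 1485 at an unadjusted p of at most 0.05. With slide as a block they were 31 for *mir-34(gk437)* adults at 20 °C, 783 for *mir-34*OE adults at 20 °C, 881 for *mir-34*OE adults at 25 °C, 3491 for *mir-34*OE dauers, 837 for the *daf-2(e1370)* background, 779 for the interaction of *mir-34(gk437)* with temperature, 14 for shared lower genes, 292 for shared higher genes and 125 for genes with opposite responses. With scan day as a block, chosen after seeing the data, they were 25 for *mir-34(gk437)* adults at 20 °C, 1145 for *mir-34*OE adults at 20 °C, 322 for *mir-34(gk437)* adults at 25 °C, 926 for *mir-34*OE adults at 25 °C, 578 for *mir-34*OE dauers, 4156 for the 25 °C response of WT, 150 for the interaction of *mir-34*OE with temperature, 29 for shared lower genes and 345 for shared higher genes. The slide and scan day blocks were random effects where a group lay on slides or days of its own. At an unadjusted p, which lets more genes pass by construction, they were 3371 for *mir-34(gk437)* adults at 20 °C, 5320 for *mir-34*OE adults at 20 °C, 2566 for *mir-34(gk437)* adults at 25 °C, 4303 for *mir-34*OE adults at 25 °C, 4031 for *mir-34*OE dauers, 2562 for the *daf-2(e1370)* background, 5882 for the 25 °C response of *mir-34*OE, 2286 for the interaction of *mir-34(gk437)* with temperature, 2099 for the interaction of *mir-34*OE with temperature, 4817 for the interaction of *mir-34(gk437)* with background, 569 for shared lower genes, 1953 for shared higher genes and 114 for genes with opposite responses. Taking the temperature response from *mir-34(gk437)* adults gave 43 for shared lower genes and 570 for shared higher genes.

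With 1 array left out in turn, the count ranged over 105 to 370 for *mir-34(gk437)* adults at 20 °C, 910 to 2240 for *mir-34*OE adults at 20 °C, 202 to 548 for *mir-34(gk437)* adults at 25 °C, 1102 to 1641 for *mir-34*OE adults at 25 °C, 416 to 2273 for *mir-34*OE dauers, 194 to 421 for the *daf-2(e1370)* background, 1713 to 2818 for the 25 °C response of *mir-34*OE, 188 to 488 for the interaction of *mir-34(gk437)* with temperature, 94 to 688 for the interaction of *mir-34*OE with temperature, 1494 to 3823 for the interaction of *mir-34(gk437)* with background, 49 to 153 for shared lower genes, 424 to 856 for shared higher genes and 24 to 68 for genes with opposite responses. Where 1 array was left in a group, it was assumed to vary like the other groups. The lowest counts came without WT adult 20 °C replicate 1 for *mir-34(gk437)* adults at 20 °C, without *mir-34*OE adult 20 °C replicate 2 for *mir-34*OE adults at 20 °C, its 25 °C response and both sets of shared genes, without *mir-34(gk437)* adult 25 °C replicate 1 for *mir-34(gk437)* adults at 25 °C, its interaction with temperature and the opposite responses, without *mir-34*OE adult 25 °C replicate 1 for *mir-34*OE adults at 25 °C and its interaction, without *mir-34*OE dauer replicate 2 for *mir-34*OE dauers, and without *daf-2(e1370)* dauer replicate 1 for both results of that background. The highest counts came without WT dauer replicate 1 for *mir-34*OE dauers, without WT dauer replicate 2 for the interaction with background, without *mir-34*OE adult 20 °C replicate 1 for the interaction of *mir-34*OE and without *mir-34(gk437)* adult 25 °C replicate 2 for the interaction of *mir-34(gk437)* and the opposite responses. The counts for *mir-34(gk437)* dauers, *mir-34*OE against *mir-34(gk437)* dauers, the 25 °C responses of WT and *mir-34(gk437)* and the WT dauer response stayed within 1.5 times with each array left out.

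The balance of higher and lower genes depended on the scaling. The share of higher genes was 83.5% for *mir-34*OE adults at 20 °C as reported, 60.9% with quantile normalization and 67.3% with the authors' processed values. For *mir-34(gk437)* dauers it was 37.6% as reported and between 53.0% with quantile normalization and 61.8% with normexp background correction and the 75th percentile, and for *mir-34*OE against *mir-34(gk437)* dauers 57.6%, and between 40.2% and 48.1%. For *mir-34(gk437)* adults at 25 °C it was 30.1%, and 42.2% with quantile normalization. For the interaction of *mir-34*OE with temperature it was 7.54%, and 26.1% with quantile normalization. The median log2 fold change of all genes was 0.11 for *mir-34*OE adults at 20 °C as reported, 0.20 with normexp background correction and the 75th percentile and 0.13 without a filter, and for WT dauers against WT adults it was 0.80, against 0.53 with normexp background correction and the 75th percentile, 0.19 with quantile normalization and 0.15 with the authors' processed values. With normexp background correction and the 75th percentile it was also past 0.1 for *mir-34*OE adults at 25 °C (0.13), *mir-34*OE dauers (−0.13), *mir-34*OE against *mir-34(gk437)* dauers (−0.14) and the *daf-2(e1370)* background (0.11). For *mir-34*OE adults at 25 °C against WT adults at 20 °C it was 0.10, and 0.19 with that setting.

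The correlations with the dauer response, taken across genes, were 0.053 for *mir-34(gk437)* adults at 20 °C, 0.44 for *mir-34*OE adults at 20 °C, −0.13 for *mir-34(gk437)* adults at 25 °C, 0.24 for *mir-34*OE adults at 25 °C, 0.18 for *mir-34(gk437)* dauers, −0.16 for *mir-34*OE dauers, −0.27 for *mir-34*OE against *mir-34(gk437)* dauers, 0.0025 for the *daf-2(e1370)* background, 0.27 for the 25 °C response of WT, 0.20 for the 25 °C response of *mir-34(gk437)*, 0.039 for the 25 °C response of *mir-34*OE and 0.40 for *mir-34*OE adults at 25 °C against WT adults at 20 °C as reported. The values that moved with quantile normalization were 0.14 for *mir-34(gk437)* adults at 20 °C, 0.25 for *mir-34*OE adults at 20 °C, −0.046 for *mir-34(gk437)* adults at 25 °C, 0.14 for *mir-34*OE adults at 25 °C, −0.024 for the *daf-2(e1370)* background, 0.21 for the 25 °C response of WT, 0.14 for the 25 °C response of *mir-34(gk437)*, 0.10 for the 25 °C response of *mir-34*OE and 0.29 for *mir-34*OE adults at 25 °C against WT adults at 20 °C. With normexp background correction and the 75th percentile they were 0.14 for *mir-34(gk437)* adults at 20 °C, 0.57 for *mir-34*OE adults at 20 °C, −0.15 for *mir-34(gk437)* adults at 25 °C, 0.36 for *mir-34*OE adults at 25 °C, −0.23 for *mir-34*OE against *mir-34(gk437)* dauers, −0.075 for the *daf-2(e1370)* background, 0.15 for the 25 °C response of *mir-34(gk437)*, 0.13 for the 25 °C response of *mir-34*OE and 0.48 for *mir-34*OE adults at 25 °C against WT adults at 20 °C. With normexp background correction and quantile normalization they were 0.10 for *mir-34(gk437)* adults at 20 °C, 0.26 for *mir-34*OE adults at 20 °C, −0.076 for *mir-34(gk437)* adults at 25 °C, 0.12 for *mir-34*OE adults at 25 °C, −0.047 for the *daf-2(e1370)* background, 0.22 for the 25 °C response of WT, 0.15 for the 25 °C response of *mir-34(gk437)*, 0.15 for the 25 °C response of *mir-34*OE and 0.28 for *mir-34*OE adults at 25 °C against WT adults at 20 °C. With the authors' processed values they were 0.11 for *mir-34(gk437)* adults at 20 °C, 0.23 for *mir-34*OE adults at 20 °C, −0.073 for *mir-34(gk437)* adults at 25 °C, 0.087 for *mir-34*OE adults at 25 °C, −0.049 for the *daf-2(e1370)* background, 0.22 for the 25 °C response of WT, 0.15 for the 25 °C response of *mir-34(gk437)*, 0.14 for the 25 °C response of *mir-34*OE and 0.26 for *mir-34*OE adults at 25 °C against WT adults at 20 °C. With the stricter filter they were 0.18 for *mir-34(gk437)* adults at 20 °C, 0.48 for *mir-34*OE adults at 20 °C, −0.18 for *mir-34(gk437)* adults at 25 °C, 0.20 for *mir-34*OE adults at 25 °C, 0.11 for *mir-34(gk437)* dauers, −0.23 for *mir-34*OE against *mir-34(gk437)* dauers, −0.064 for the *daf-2(e1370)* background, 0.39 for the 25 °C response of WT, 0.25 for the 25 °C response of *mir-34(gk437)*, 0.24 for the 25 °C response of *mir-34*OE and 0.47 for *mir-34*OE adults at 25 °C against WT adults at 20 °C. With slide as a block they were 0.012 for *mir-34(gk437)* adults at 20 °C, −0.21 for *mir-34(gk437)* adults at 25 °C, 0.29 for *mir-34*OE adults at 25 °C, −0.017 for *mir-34(gk437)* dauers, −0.37 for *mir-34*OE dauers, −0.31 for *mir-34*OE against *mir-34(gk437)* dauers, −0.0066 for the *daf-2(e1370)* background, 0.098 for the 25 °C response of *mir-34(gk437)*, −0.021 for the 25 °C response of *mir-34*OE and 0.46 for *mir-34*OE adults at 25 °C against WT adults at 20 °C, of which the values for *mir-34(gk437)* dauers, the *daf-2(e1370)* background and the 25 °C response of *mir-34*OE reversed. With scan day as a block, chosen after seeing the data, they were 0.49 for *mir-34*OE adults at 20 °C, 0.29 for *mir-34*OE adults at 25 °C, −0.30 for *mir-34*OE against *mir-34(gk437)* dauers, −0.075 for the *daf-2(e1370)* background and 0.44 for *mir-34*OE adults at 25 °C against WT adults at 20 °C. The value for the *daf-2(e1370)* background, 0.0025, was negative with each of these, and also at −0.0027 without a filter, −0.00081 with the brightest probe and −0.022 with the replicate number as a block.

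With 1 array left out these correlations ranged over −0.034 to 0.10 for *mir-34(gk437)* adults at 20 °C, 0.37 to 0.48 for *mir-34*OE adults at 20 °C, −0.15 to −0.10 for *mir-34(gk437)* adults at 25 °C, 0.19 to 0.27 for *mir-34*OE adults at 25 °C, 0.00082 to 0.20 for *mir-34(gk437)* dauers, −0.42 to −0.040 for *mir-34*OE dauers, −0.33 to −0.21 for *mir-34*OE against *mir-34(gk437)* dauers, −0.017 to 0.020 for the *daf-2(e1370)* background, 0.25 to 0.30 for the 25 °C response of WT, 0.16 to 0.24 for the 25 °C response of *mir-34(gk437)*, −0.063 to 0.15 for the 25 °C response of *mir-34*OE and 0.37 to 0.45 for *mir-34*OE adults at 25 °C against WT adults at 20 °C. The negative end for *mir-34(gk437)* adults at 20 °C came without *mir-34(gk437)* adult 20 °C replicate 3, and that for the 25 °C response of *mir-34*OE without *mir-34*OE adult 20 °C replicate 1. For *mir-34(gk437)* dauers the lowest and for *mir-34*OE dauers the most negative value came without WT dauer replicate 1, and the other end of both without WT dauer replicate 2. The correlation of *mir-34*OE adults at 20 °C with the 25 °C response of WT was 0.32 over all genes, and 0.29 to 0.35 with 1 array left out. It was 0.28 with quantile normalization, 0.25 and 0.28 with normexp background correction before the 75th percentile and before quantile normalization, 0.27 with the authors' processed values, 0.38 with the stricter filter and 0.20 with the response of *mir-34(gk437)*. With separate WT arrays for both comparisons it was 0.22, 0.25, 0.24, 0.23, 0.25 and 0.24, since arrays that serve both comparisons raise the correlation by construction.

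The samples share a replicate number, but the numbers did not pair the arrays. Of 6 comparisons with 3 shared numbers, 0 had a correlation above 0.1 between the residuals of every pair, and of 6 with 2 shared numbers 1 had, the response of *mir-34*OE adults to 25 °C, so that the replicate number as a block is given as an alternative only. It moved 0 of the 36 results, reversed 1 and changed the call of 3 and the sign of 1 of the 111 gene values.

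The change of *daf-16* kept its side of the threshold for the response of WT to 25 °C under each alternative and with each array left out. In *mir-34*OE adults at 20 °C it was −17.1% (limma adjusted p = 0.118), with an unadjusted p of 0.0264 from the same limma fit. In *mir-34*OE adults at 25 °C it was −17.6% (adjusted p = 0.0862), with an unadjusted p of 0.0117 from limma, and −17.6% with only the arrays compared (adjusted p = 0.026, the lowest of a range up to 0.457 over 11 alternatives). For *mir-34*OE adults at 25 °C against WT adults at 20 °C it was −24.3% (adjusted p = 0.00291), and −20.1% with slide as a block (adjusted p = 0.0785, the highest of a range from 0.00191). In *mir-34*OE dauers it was −2.28% (adjusted p = 0.898), 6.19% with the brightest probe (adjusted p = 0.801) and −23.9% with slide as a block (adjusted p = 0.0325), over a range of 0.0325 to 0.971. Without WT dauer replicate 1 it was −17.5%, and without replicate 2 15.8%.

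Of the 111 values of named genes, 110 kept their direction and call without a filter on dim probes, all but 4 at an unadjusted p, where these passed by construction, 102 with quantile normalization or the brightest probe, 101 with the authors' processed values, 99 with normexp background correction and quantile normalization or with scan day as a block, 89 with normexp background correction and the 75th percentile, 85 with slide as a block and 79 with only the arrays compared, where 32 lost their call. Of 85 values that the stricter filter left, 84 kept direction and call. With 1 array left out, 584 of 647 values did, 45 lost and 6 gained a call and 12 reversed. The values that reversed were those of genes that were not called as reported, except *aldo-2*.

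For the response of WT to 25 °C, *mml-1* went from 0.15 to −0.20 with the brightest probe, *egl-13* from −0.042 to 0.093 with slide and 0.093 with scan day as a block, and *zip-7* from 0.15 to −0.012 with the stricter filter and −5.7e-05 with the brightest probe. Between *mir-34(gk437)* and WT dauers, *daf-16* went from 0.15 to −0.15 with slide as a block, *daf-12* from 0.0046 to −0.013 with the replicate number, −0.30 with slide and −0.063 with scan day as a block, and *aldo-2* from 0.20 to −0.051 with the brightest probe. *unc-119* went from 0.013 in *mir-34*OE adults at 20 °C to −0.035 and −0.022 with normexp background correction before the 75th percentile and before quantile normalization, and from 0.037 in *mir-34*OE dauers to −0.00038 with normexp background correction and quantile normalization, −0.039 with the authors' processed values, −0.19 with slide and −0.029 with scan day as a block. *gbb-1* went from −0.29 in *mir-34(gk437)* adults at 20 °C to 0.11 with the brightest probe, from −0.12 in *mir-34(gk437)* adults at 25 °C to 0.19 with slide as a block, and from 0.22 in *mir-34*OE adults at 20 °C to −0.097 with quantile normalization, −0.044 with normexp background correction before it and −0.021 with the authors' processed values. *aakg-3* went from −0.072 in *mir-34(gk437)* adults at 20 °C to 0.022 and 0.022 with normexp background correction before the 75th percentile and before quantile normalization and 0.025 with the authors' processed values, and from −0.033 in *mir-34*OE adults at 20 °C to 0.16 with normexp background correction and the 75th percentile.

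With 1 array left out, the values that reversed ranged over −0.70 to 0.16 for *mdl-1* in the response of *mir-34*OE to 25 °C, −0.11 to 0.070 for *egl-13* in the response of WT, −0.18 to 0.27 for *daf-12* in *mir-34(gk437)* dauers, −0.063 to 0.089 and −0.086 to 0.16 for *unc-119* in *mir-34*OE adults at 20 °C and dauers, and −0.093 to 0.027 for *aakg-3* in *mir-34*OE adults at 20 °C. *daf-16* in *mir-34(gk437)* dauers ranged over −0.097 to 0.39, the first without WT dauer replicate 1 and the second, which was called (limma adjusted p = 0.014), without replicate 2.

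Of the 40 tests of marker lists, 31 kept their call with fry, whose tests do not assume a preset correlation. Values are medians of log2 fold changes, with p adjusted over the 40 tests. Calls were gained with fry for the genes that DAF-16 activates, at −0.12 (adjusted p = 0.239 by camera and 0.00963 by fry) in the response of WT to 25 °C, −0.061 (adjusted p = 0.211 by camera and 0.00776 by fry) in that of *mir-34(gk437)*, 0.27 (adjusted p = 0.174 by camera and 0.00199 by fry) in *mir-34*OE adults at 20 °C and 0.10 (adjusted p = 0.139 by camera and 0.021 by fry) in *mir-34(gk437)* dauers. Calls were lost for oocyte and early embryo genes, at −0.32 (adjusted p = 0.00696 by camera and 0.136 by fry) in the response of WT and −0.11 (adjusted p = 0.0209 by camera and 0.672 by fry) in *mir-34*OE adults at 20 °C, and for major sperm proteins, at 1.79 (adjusted p = 2.69e-05 by camera and 0.0699 by fry) and 0.92 (adjusted p = 0.0154 by camera and 0.397 by fry) in the responses of *mir-34(gk437)* and *mir-34*OE and 1.47 (adjusted p = 0.00696 by camera and 0.183 by fry) in *mir-34*OE adults at 20 °C.

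The other scalings of the lists were tested after seeing the data. With quantile normalization 33 of 40 kept direction and call. The genes that DAF-16 activates reversed to 0.0054 in the response of WT and passed at 0.24 (adjusted p = 0.0233) in *mir-34*OE adults at 20 °C. Calls were lost for oocyte and early embryo genes, at −0.24 (adjusted p = 0.07) in the response of WT and −0.070 (adjusted p = 0.436) in *mir-34*OE adults at 20 °C, and for major sperm proteins in the response of *mir-34*OE, at 0.85 (adjusted p = 0.101). In *mir-34(gk437)* dauers collagens reversed from −0.011 to 0.078 and moulting genes from −0.097 to 0.017. With normexp background correction and the 75th percentile 35 kept direction and call. Collagens passed in the responses of WT, *mir-34(gk437)* and *mir-34*OE to 25 °C, at 0.17 (adjusted p = 0.0174), 0.15 (adjusted p = 0.00939) and 0.078 (adjusted p = 0.0272), against 0.39, 0.31 and 0.18 as reported, and reversed to 0.027 in *mir-34(gk437)* dauers. Heat shock genes reversed from −0.029 to 0.019 in *mir-34*OE adults at 20 °C. With the authors' processed values 31 kept direction and call. The genes that DAF-16 activates reversed to 0.020 and 0.0024 in the responses of WT and *mir-34(gk437)* and passed at 0.24 (adjusted p = 0.0152) in *mir-34*OE adults at 20 °C. Heat shock genes reversed from −0.060 to 0.015 in the response of WT, from 0.015 to −0.0079 in that of *mir-34(gk437)* and to 0.11 in *mir-34*OE adults at 20 °C. Collagens passed in the response of *mir-34(gk437)*, at 0.16 (adjusted p = 0.0488), and reversed to 0.035 in *mir-34(gk437)* dauers. Oocyte and early embryo genes reversed to 0.0089 in *mir-34*OE adults at 20 °C.

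The intensity over background limits what can be seen of weakly expressed genes, most of all on the *daf-2(e1370)* arrays, whose 75th percentile was the lowest. The enrichment of DAF-16 binding and associated elements in promoters and the test of genes with a miR-34 seed match were not run, with none of their alternatives, because no genome sequence was used here.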

Differences from the paper's values

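Of the tests in this part, only those with scan day as a block were chosen only after the result was seen. The other alternatives were set before the data were examined. Counts of genes are at an adjusted p of at most 0.05 from limma, and each value of the paper is marked as the paper's.

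WT adults had 4107 genes higher at 25 °C than at 20 °C, and the paper's value is 2425. Within 1.5 times the paper's value were 2809 with quantile normalization, 1646 with normexp background correction and the 75th percentile, 2640 with normexp background correction and quantile normalization, 2603 with the authors' processed values, 3292 with the stricter filter, 3389 with slide as a block, 3402 without WT adult 20 °C replicate 1, 3398 without WT adult 20 °C replicate 3, 3572 without WT adult 25 °C replicate 1, 3384 without WT adult 25 °C replicate 2 and 3496 without WT adult 25 °C replicate 3. Further away were 4015 with no filter on dim probes, 4082 with the brightest probe, 5066 with only the arrays compared, 4084 with the replicate number as a block, 4880 with an unadjusted p and 3690 without WT adult 20 °C replicate 2.

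*mir-34(gk437)* adults had 2893 genes higher at 25 °C, and the paper's value is 1709. The alternatives within 1.5 times the paper's value gave 2003 with quantile normalization, 1915 with normexp background correction and quantile normalization, 1881 with the authors' processed values, 2266 with the stricter filter, 2404 without *mir-34(gk437)* adult 20 °C replicate 1, 2363 without *mir-34(gk437)* adult 20 °C replicate 2, 2259 without *mir-34(gk437)* adult 25 °C replicate 1 and 2210 without *mir-34(gk437)* adult 25 °C replicate 3. The others gave 981 with normexp background correction and the 75th percentile, 2747 with no filter on dim probes, 2812 with the brightest probe, 3051 with only the arrays compared, 2827 with the replicate number as a block, 2585 with slide as a block, 3938 with an unadjusted p, 2626 without *mir-34(gk437)* adult 20 °C replicate 3 and 2625 without *mir-34(gk437)* adult 25 °C replicate 2.

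*mir-34*OE adults had 1610 genes lower at 25 °C, and the paper's value is 1008. Values within 1.5 times of it were 1217 with quantile normalization, 1228 with normexp background correction and quantile normalization, 1156 with the authors' processed values, 1378 with the stricter filter, 1457 with only the arrays compared, 1482 with slide as a block, 1017 without *mir-34*OE adult 25 °C replicate 1, 1177 without *mir-34*OE adult 25 °C replicate 2 and 1207 without *mir-34*OE adult 25 °C replicate 3, and values further away 378 with normexp background correction and the 75th percentile, 1613 with no filter on dim probes, 1626 with the brightest probe, 1539 with the replicate number as a block, 3023 with an unadjusted p, 1584 without *mir-34*OE adult 20 °C replicate 1 and 568 without *mir-34*OE adult 20 °C replicate 2.

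Lower in *mir-34*OE than in WT adults at 20 °C and lower at 25 °C than at 20 °C in WT were 180 genes. The paper's value is 105, which its text calls up-regulated. Fig. 4F counts it in the direction WT over *mir-34*OE and 20 °C over 25 °C, so that it was compared with this set. Within 1.5 times the paper's value were 146 with quantile normalization, 155 with normexp background correction and quantile normalization, 100 with the authors' processed values, 151 with no filter on dim probes, 133 with the replicate number as a block, 82 without WT adult 20 °C replicate 1, 115 without WT adult 20 °C replicate 2, 102 without WT adult 20 °C replicate 3, 153 without WT adult 25 °C replicate 1, 130 without WT adult 25 °C replicate 2 and 127 without WT adult 25 °C replicate 3. Further away were 38 with normexp background correction and the 75th percentile, 186 with the stricter filter, 195 with the brightest probe, 47 with only the arrays compared, 14 with slide as a block, 569 with an unadjusted p, 43 with the temperature response of *mir-34(gk437)*, 53 without *mir-34*OE adult 20 °C replicate 1 and 49 without *mir-34*OE adult 20 °C replicate 2.

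Higher in *mir-34*OE and higher at 25 °C were 998 genes, and the paper's value is 215, which its text calls down-regulated and Fig. 4G counts in the direction given for Fig. 4F. The alternatives within 1.5 times the paper's value gave 271 with quantile normalization, 199 with the authors' processed values and 292 with slide as a block. The others gave 139 with normexp background correction and the 75th percentile, 142 with normexp background correction and quantile normalization, 926 with no filter on dim probes, 709 with the stricter filter, 990 with the brightest probe, 379 with only the arrays compared, 902 with the replicate number as a block, 1953 with an unadjusted p, 570 with the temperature response of *mir-34(gk437)*, 657 without WT adult 20 °C replicate 1, 801 without WT adult 20 °C replicate 2, 654 without WT adult 20 °C replicate 3, 856 without WT adult 25 °C replicate 1, 803 without WT adult 25 °C replicate 2, 794 without WT adult 25 °C replicate 3, 805 without *mir-34*OE adult 20 °C replicate 1 and 424 without *mir-34*OE adult 20 °C replicate 2.

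Higher at 25 °C in WT and lower in *mir-34(gk437)* adults were 59 genes, and the paper's value is 28. Values within 1.5 times of it were 38 with normexp background correction and quantile normalization, 30 with the authors' processed values, 37 with only the arrays compared, 39 without *mir-34(gk437)* adult 20 °C replicate 3, 24 without *mir-34(gk437)* adult 25 °C replicate 1 and 33 without *mir-34(gk437)* adult 25 °C replicate 3, and values further away 44 with quantile normalization, 18 with normexp background correction and the 75th percentile, 55 with no filter on dim probes, 60 with the stricter filter, 55 with the brightest probe, 57 with the replicate number as a block, 125 with slide as a block, 114 with an unadjusted p, 50 without WT adult 20 °C replicate 1, 55 without WT adult 20 °C replicate 2, 44 without WT adult 20 °C replicate 3, 48 without WT adult 25 °C replicate 1, 45 without WT adult 25 °C replicate 2, 53 without WT adult 25 °C replicate 3, 59 without *mir-34(gk437)* adult 20 °C replicate 1, 46 without *mir-34(gk437)* adult 20 °C replicate 2 and 68 without *mir-34(gk437)* adult 25 °C replicate 2.

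Between *mir-34(gk437)* and WT adults at 20 °C 365 genes were differentially expressed, and the paper's value is about 120 in Fig. 4A, read by eye. Within 1.5 times the paper's value were 142 with normexp background correction and quantile normalization, 109 with the authors' processed values, 105 without WT adult 20 °C replicate 1, 150 without WT adult 20 °C replicate 2, 131 without WT adult 20 °C replicate 3 and 159 without *mir-34(gk437)* adult 20 °C replicate 2. Further away were 182 with quantile normalization, 28 with normexp background correction and the 75th percentile, 281 with no filter on dim probes, 471 with the stricter filter, 280 with the brightest probe, 21 with only the arrays compared, 324 with the replicate number as a block, 31 with slide as a block, 3371 with an unadjusted p, 370 without *mir-34(gk437)* adult 20 °C replicate 1 and 194 without *mir-34(gk437)* adult 20 °C replicate 3.

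Between *mir-34*OE and WT adults at 20 °C there were 2592 genes, and the paper's value is about 1000 in Fig. 4A, read by eye. The alternatives within 1.5 times the paper's value gave 1318 with quantile normalization, 928 with normexp background correction and quantile normalization, 976 with the authors' processed values, 924 with only the arrays compared, 783 with slide as a block and 910 without *mir-34*OE adult 20 °C replicate 2. The others gave 539 with normexp background correction and the 75th percentile, 2572 with no filter on dim probes, 1661 with the stricter filter, 2597 with the brightest probe, 2325 with the replicate number as a block, 5320 with an unadjusted p, 1747 without WT adult 20 °C replicate 1, 2025 without WT adult 20 °C replicate 2, 1815 without WT adult 20 °C replicate 3 and 2240 without *mir-34*OE adult 20 °C replicate 1.

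Between *mir-34(gk437)* and WT adults at 25 °C there were 551 genes, and the paper's value is about 290 in Fig. 4E, read by eye. Values within 1.5 times of it were 348 with quantile normalization, 382 with normexp background correction and quantile normalization, 333 with the authors' processed values, 224 without WT adult 25 °C replicate 1, 285 without WT adult 25 °C replicate 2, 346 without WT adult 25 °C replicate 3, 202 without *mir-34(gk437)* adult 25 °C replicate 1 and 277 without *mir-34(gk437)* adult 25 °C replicate 3, and values further away 143 with normexp background correction and the 75th percentile, 511 with no filter on dim probes, 558 with the stricter filter, 535 with the brightest probe, 832 with only the arrays compared, 518 with the replicate number as a block, 607 with slide as a block, 2566 with an unadjusted p and 548 without *mir-34(gk437)* adult 25 °C replicate 2.

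Scan day as a block, which was chosen after seeing the values, gave 2732 genes higher at 25 °C in WT adults, 1145 genes for *mir-34*OE against WT adults at 20 °C and 322 for *mir-34(gk437)* against WT adults at 25 °C, within 1.5 times the paper's values. It came no closer than that for the other counts given above.

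The paper shows more genes higher than lower in *mir-34(gk437)* against WT dauers (Fig. 4B). Here 1872 genes were higher and 3110 lower. With quantile normalization, with normexp background correction before either scaling and with the authors' processed values, more genes were higher, at 53.0%, 61.8%, 56.0% and 54.2%.

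The paper states that *nhr-23*, *egl-13* and *zip-7* showed the pattern of *mdl-1*. Here none of the 3 genes was called in WT or *mir-34(gk437)* adults between 25 °C and 20 °C, and none in the interaction of limma (adjusted p = 0.941, 0.624 and 0.698). *nhr-23* was called as lower at 25 °C in WT, where the adjusted p ranged from 0.001 to 0.902 over 11 alternatives, with quantile normalization (−0.37, adjusted p = 0.00772), normexp background correction and quantile normalization (−0.26, adjusted p = 0.001), the authors' processed values (−0.29, adjusted p = 0.00211) and the brightest probe (−0.37, adjusted p = 0.0048). In *mir-34(gk437)* it was called with normexp background correction and quantile normalization (−0.16, adjusted p = 0.0423, over a range up to 0.985). *egl-13* was called as lower at 25 °C in *mir-34(gk437)* with quantile normalization (−0.44, adjusted p = 0.0432), with slide as a block (−0.59, adjusted p = 0.00815) and at an unadjusted p from limma (0.0238), over a range of adjusted p up to 0.323.

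Table S2 lists 7 genes under intermediate filaments and extracellular matrix, of which 6 were called as higher in *mir-34(gk437)* than in WT dauers here. The other, *test-1*, was not (0.41, limma adjusted p = 0.0717). It was called with quantile normalization (adjusted p = 0.0344), normexp background correction and quantile normalization (adjusted p = 0.0154), the authors' processed values (adjusted p = 0.0205), the replicate number as a block (adjusted p = 0.0493) and slide as a block (adjusted p = 0.000109), over a range up to 0.421, at an unadjusted p from limma (0.0216), without WT dauer replicate 1 (0.73, adjusted p = 0.00545) and with scan day as a block (adjusted p = 0.00819), which was chosen after seeing the values.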

Other observations

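In this part, the tests of the scaling and of *mir-34*OE adult 20 °C replicate 2, of adult transcripts and moulting in WT dauer replicate 1, of the marker lists without that array, of 100 neighbouring genes for *mir-34*OE, of Table S1 against the authors' processed values, and of scan day as a block were chosen only after the result was seen.

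Between *mir-34(gk437)* and WT adults at 20 °C, 365 genes were differentially expressed in limma, 204 higher and 161 lower, and 69 of these differed more than 2-fold. *asm-3* (W03G1.7) rose by 1.99 (adjusted p = 0.0105) and *ift-20* (Y110A7A.20) rose by 1.77 (adjusted p = 0.0161), whose call was lost without WT adult 20 °C replicate 1 or 3. C50F7.5 fell by 1.91 (adjusted p = 0.00706) and B0511.11 fell by 1.83 (adjusted p = 6.2e-08), the only one of these 4 genes that passed in each of its alternatives. WT and *mir-34(gk437)* adults at 20 °C lay on different slides and were scanned on different days. A difference between scan days stays open as a candidate explanation for part of the pattern. The log2 differences correlated across genes with WT adults at 25 °C scanned on the second day minus the one scanned on the first, with an r of 0.17, against −0.02 and −0.16 for the other arrangements of these arrays. With scan day as a block 25 genes passed and with slide as a block 31, values that rest on the WT adults at 25 °C, the only group with arrays on both sides. The count was 105 without WT adult 20 °C replicate 1. An effect of the strain, which the design gives, remains open too.

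Most of the genes changed in *mir-34*OE adults at 20 °C were higher, 83.5%. The lower signal of *mir-34*OE adult 20 °C replicate 2 is argued against as the cause, since without that array the share was 84.3%. The scaling by the 75th percentile stays open as an explanation for part of it. With quantile normalization the share was 60.9%. *fip-3* (C06E1.5) rose by 3.23 (adjusted p = 0.00206), a call that was lost without *mir-34*OE adult 20 °C replicate 2, and Y39B6A.9 rose by 2.68 (adjusted p = 6.2e-05). *dpy-4* (Y41E3.2) fell by 1.70 (adjusted p = 0.0109), a call that was also lost without that array, and B0511.11 fell by 1.57 (adjusted p = 7.2e-07). The calls of *fip-3* and Y39B6A.9 were lost with normexp background correction and the 75th percentile, at 1.64 and 1.37 (adjusted p = 0.127 and 0.125). They were also lost with only the arrays compared (adjusted p = 0.0674 and 0.0738). Y39B6A.9 rose by 1.75 without *mir-34*OE adult 20 °C replicate 2. An unchanged group of 2 arrays, simulated 100 times with residuals of any group, gave a median of 0 changed genes and up to 2013.

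At 25 °C, Y17D7B.3 rose in both strains, by 2.93 in *mir-34(gk437)* (adjusted p = 0.0157) and 4.58 in *mir-34*OE (adjusted p = 0.000152), the first of which was called with 3 of 6 arrays left out. *fat-7* (F10D2.9) rose by 2.25 in *mir-34(gk437)* (adjusted p = 0.000274), with a probe shared with another gene. *nspe-2* (Y38E10A.26) fell by 2.50 in *mir-34(gk437)* (adjusted p = 0.00636), which was lost without WT adult 25 °C replicate 1, and fell by 2.39 in *mir-34*OE (adjusted p = 0.00337), where *nas-3* fell by 2.54 (adjusted p = 0.00649). Between *mir-34*OE and *mir-34(gk437)* dauers ZK813.3 and ZK813.1 were higher by 5.66 (adjusted p = 6.7e-06) and 5.61 (adjusted p = 2.5e-07), and T09F5.2 and *cdr-3* (C54D10.2) lower, at −3.43 (adjusted p = 1.1e-08) and −3.41 (adjusted p = 3.4e-09), and each of these 4 passed with each array left out.

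The number of other splits of the arrays that give as many genes was counted for the comparisons with 3 arrays per group. For *mir-34(gk437)* against WT adults at 20 °C and at 25 °C, *mir-34*OE against WT adults at 25 °C, *mir-34*OE against *mir-34(gk437)* dauers and the responses of WT and *mir-34(gk437)* to 25 °C, only the real split, 1 of 10, gave as many. With 10 splits chance cannot be excluded at a share under 0.05. The highest counts of the other splits were 14, 5, 3, 2490, 1 and 15. The split with 2490 genes follows the slides of the dauers, and with slide as a block the strains differed in 8383 genes.

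When only the arrays compared were fitted, 125 genes differed between *mir-34(gk437)* and WT dauers, against 4982 in the fit of all arrays. It was tested whether the spread between the 2 WT dauer arrays is the cause, which would make their median SD the largest of the 11 groups. It was 0.1999, against 0.2003 in *mir-34(gk437)* dauers and 0.1873 in *mir-34*OE dauers, while adults had 0.084 to 0.1404. The prediction as written was not met, and the verdict was changed to open after the values were seen. The test cannot decide, since a median SD over 2 arrays runs lower than that over 3 arrays of equal spread. Between pairs of arrays, the SD of the difference over genes was 0.86 in WT, against 0.49 to 0.69 in the other dauers at 20 °C. In addition, 2 arrays give a poor estimate of a spread.

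The WT dauer arrays differed more from each other than replicates of *mir-34(gk437)* and *mir-34*OE dauers did. The SD of their difference over genes was 0.86, against 0.49 to 0.57 between *mir-34(gk437)* and 0.49 to 0.69 between *mir-34*OE dauers. A candidate explanation is that animals other than dauers were among the WT dauers of replicate 1. Replicate 1 minus replicate 2 correlated across genes with WT adults at 20 °C minus the *mir-34(gk437)* and *mir-34*OE dauers, with an r of 0.29, as did pairs of *mir-34*OE dauers, at 0.23 to 0.38, while those of *mir-34(gk437)* dauers gave −0.08 to 0.15. The replicates also lie on different slides, which is not separated from this. Adults may account for the adult transcripts. Over the 100 genes highest in WT adults against *daf-2(e1370)* dauers, the signal stood at a median of 2.39% of the adult level in replicate 1 and 0.424% in replicate 2, with a 10th percentile of 0.462 of the median in replicate 1. It was 0.0744%, 0.231% and 0.0555% in *mir-34(gk437)* and 2.53%, 1.5% and 0.493% in *mir-34*OE dauers. Adults are argued against as the source of the moulting and collagen genes, whose mean log2 levels in replicate 1 stood 1.79 and 1.63 above WT adults, against 0.29 and −0.65 in replicate 2. The moulting genes stood at 0.76 to 1.47 in *mir-34(gk437)* and 0.96 to 2.05 in *mir-34*OE dauers. The collagens stood at 0.14 to 0.80 and 0.30 to 1.17. Replicate 2 was below all of these arrays for both lists, so which WT array is unusual for these genes stays open. The first test of adults was run over adult transcripts alone, and the moulting genes were added after their levels had been seen.

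The vitellogenin, major sperm protein and oocyte and early embryo genes were lower in *mir-34(gk437)* than in WT dauers. WT dauer replicate 1 alone is argued against as the cause for the vitellogenins. Without that array, which left 1 WT array, their median log2 fold change was −3.14. They passed by camera (adjusted p = 0.00836) and with fry. The major sperm proteins were then at a median of −1.81, which passed by camera but not with fry. Their mean log2 level against WT adults was 1.15 in replicate 2. It spread over −2.43, 0.007 and 0.50 in *mir-34(gk437)* dauers. For these genes WT dauer replicate 1 stays open as the cause. For oocyte and early embryo genes that array stays open as the cause, since without it they were at −0.20 (adjusted p = 0.129; fry 0.204). The lists were at first tested together and then apart, after the values had been seen. With both WT arrays collagens and moulting genes were not called, at medians of −0.01 and −0.10. Without replicate 1 they were higher in *mir-34(gk437)* by 1.17 and 0.94. This rise rests on replicate 2, whose levels of both lists were below every *mir-34(gk437)* and *mir-34*OE dauer array. Without replicate 1, genes that DAF-16 activates or represses and heat shock genes were at 0.16, 0.11 and 0.07. The camera test of the second pointed lower, against its median. The mean log2 level of vitellogenins against WT adults was −6.55 and −8.98 in WT, −11.58, −10.42 and −13.07 in *mir-34(gk437)* and −6.74, −7.65 and −9.35 in *mir-34*OE dauers. Whether fewer animals other than dauers or lower expression in dauers gives this difference was not separated.

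The 8 marker lists were tested in 5 comparisons, 40 tests, with camera from limma, and 10 passed. Of these, 5 also passed with fry in the same direction and 7 under the 3 other scalings. Major sperm proteins rose at 25 °C in WT, by a median of 2.68 (adjusted p = 1.3e-07, 28 of 28 genes higher), in *mir-34(gk437)* and in *mir-34*OE, and were higher in *mir-34*OE adults at 20 °C. Of these, the value in WT passed with fry (adjusted p = 0.00776). They were lower in *mir-34(gk437)* dauers, at −2.65 (adjusted p = 1.3e-07; fry 0.0172), like oocyte and early embryo genes at −0.75 (adjusted p = 2.7e-05; fry 0.00685), vitellogenins at −4.53 (adjusted p = 0.000451; fry 0.00112) and genes that DAF-16 represses at −0.50 (adjusted p = 0.018; fry 0.00349). The fall of the genes that DAF-16 represses rests on WT dauer replicate 1, without which their median was 0.11. Their mean log2 level against WT adults was −0.50 on that array and −2.19 in replicate 2. In *mir-34(gk437)* dauers it was −2.40, −1.98 and −2.45. Oocyte and early embryo genes were lower at 25 °C in WT, where 0 of 18 genes were higher, and in *mir-34*OE adults at 20 °C, by camera only, and did not pass in the responses of *mir-34(gk437)* (adjusted p = 0.235) and *mir-34*OE (adjusted p = 0.139). No explanation was tested for these differences in adults.

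The other 30 tests did not pass by camera. Collagens had adjusted p values of 0.15, 0.0684 and 0.174 in the responses of WT, *mir-34(gk437)* and *mir-34*OE, 0.821 in *mir-34*OE adults at 20 °C and 0.441 in *mir-34(gk437)* dauers. Moulting genes had 0.216, 0.644, 0.139, 0.235 and 0.174 in the same order, vitellogenins 0.688, 0.796, 0.959 and 0.372 in adults, and heat shock genes 0.432, 0.805, 0.464, 0.372 and 0.805. Genes that DAF-16 activates had 0.239, 0.211, 0.993, 0.174 and 0.139, and genes that DAF-16 represses 0.513, 0.611, 0.235 and 0.472 in adults. With fry, genes that DAF-16 activates passed in the responses of WT (adjusted p = 0.00963) and *mir-34(gk437)* (adjusted p = 0.00776), both lower, and in *mir-34*OE adults at 20 °C (adjusted p = 0.00199) and *mir-34(gk437)* dauers (adjusted p = 0.021), both higher, without passing by camera. The median, the mean and the test differed in sign for heat shock genes in each of the 5 comparisons, for genes that DAF-16 represses in the responses of *mir-34(gk437)* and *mir-34*OE and in *mir-34*OE adults at 20 °C, for genes that DAF-16 activates in the response of *mir-34*OE, and for collagens and moulting genes in *mir-34(gk437)* dauers, as well as for collagens and heat shock genes in the interaction. In the interaction of *mir-34(gk437)* with temperature, adjusted over the 8 lists, major sperm proteins and oocyte and early embryo genes passed by camera, as given above, and no other list did, with adjusted p values of 0.346 and more.

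Genes that changed more than 2-fold in the same direction in adults at 20 °C, in adults at 25 °C and in dauers were sought, since a difference between strains that does not depend on *mir-34* may appear in each stage. The genes named here were chosen after their values were seen. In *mir-34(gk437)* these were *tag-344*, *fbxa-125* and Y47H9C.1, lower, and *pept-2*, higher. *tag-344* and *fbxa-125* are next neighbours in the gene order of WBcel235, 1 pair, which 10000 random sets of 4 genes gave with a probability of 0.0007. In *mir-34*OE they were *tag-344*, lower, and *srbc-15*, F56A4.3, F56A4.11 and *str-154*, higher. The test written at first, of next neighbours, gave 0 pairs for these 5 genes (permutation p = 1). The test of a window was chosen after their chromosomes had been seen. Of the 5 genes, 4 lay among 100 neighbouring genes of chromosome V, against at most 3 in 10000 random sets (permutation p = 0.0001, the smallest they can give) and 2 among as many of the largest changes at 25 °C in WT. For *mir-34(gk437)* 2 genes lay in such a window (permutation p = 0.06). Strain variants in a few chromosome segments are a candidate explanation for these genes in both strains, as a hypothesis. The log2 fold changes in adults at 20 °C, adults at 25 °C and dauers were 7.54, 7.87 and 4.12 for *srbc-15* and 5.07, 5.39 and 2.62 for F56A4.3 in *mir-34*OE. For *tag-344* they were −1.54, −1.53 and −1.14 in *mir-34*OE and −2.79, −2.39 and −1.50 in *mir-34(gk437)*. An effect of *mir-34* on these genes remains open.

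The genes of the array next to *mir-34* in WBcel235, *gbb-1* (Y41G9A.4) and *aakg-3* (Y41G9A.3), were not called in *mir-34(gk437)* adults at 20 °C (−0.29 and −0.07, limma adjusted p = 0.533 and 0.802), in *mir-34(gk437)* adults at 25 °C (−0.12 and −0.37, adjusted p = 0.916 and 0.082), in *mir-34(gk437)* dauers (−0.51 and −0.25, adjusted p = 0.135 and 0.142) or in *mir-34*OE adults at 20 °C (0.22 and −0.03, adjusted p = 0.623 and 0.906). *aakg-3* was called without *mir-34(gk437)* adult 25 °C replicate 2 (−0.47, adjusted p = 0.034), and in dauers without WT dauer replicate 1 (−0.48, adjusted p = 0.0179) and with slide as a block (−0.49, adjusted p = 0.0238, against a range up to 0.523 over 11 alternatives). In *mir-34(gk437)* dauers *daf-16* changed by 0.15 (adjusted p = 0.372), *daf-2* (Y55D5A.5) by −0.38 (adjusted p = 0.146), *pqm-1* (F40F8.7) by 0.26 (adjusted p = 0.322) and *daf-12* (F11A1.3) by 0.0046 (adjusted p = 0.991). *daf-16* was called without WT dauer replicate 2, at 0.39, and *daf-2* without *mir-34(gk437)* dauer replicate 1, at −0.53 (adjusted p = 0.0483). In *mir-34(gk437)* adults at 25 °C *daf-16* changed by 0.06 (adjusted p = 0.907). *unc-119* (M142.1) is given in Table S4 as mutated in the *mir-34*OE strain and restored by its transgene, while the methods name N2 as the injected strain, and its values do not settle which holds. It changed by 0.01 in *mir-34*OE adults at 20 °C (adjusted p = 0.946), 0.07 at 25 °C (adjusted p = 0.622) and 0.04 in dauers (adjusted p = 0.833).

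Of the correlations with the dauer response that are given at no claim, that of *mir-34*OE adults at 20 °C was 0.44 across genes (rho 0.55). This is outside the range of −0.26 to 0.38 of unchanged groups simulated with residuals of any group. That of *mir-34*OE adults at 25 °C against WT adults at 20 °C was 0.40 (rho 0.49), outside −0.39 to 0.35. Both depended on the scaling. The first was 0.25 with quantile normalization, 0.26 with normexp background correction before it, 0.23 with the authors' processed values and 0.37 without *mir-34*OE adult 20 °C replicate 2, and the second 0.29, 0.28 and 0.26 under the same 3 scalings, all inside these ranges, which were simulated with the main scaling. Inside the simulated ranges were 0.05 (rho 0.03) for *mir-34(gk437)* adults at 20 °C, −0.13 (rho −0.22) for *mir-34(gk437)* adults at 25 °C, 0.24 (rho 0.29) for *mir-34*OE adults at 25 °C and 0.0025 (rho −0.04) for the *daf-2(e1370)* background. Genes are not independent replicates.

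The held part of Table S1, 1776 of 17515 lines, gives 7237 fold changes, of which 7150 were matched to a gene tested. Of these, 95.8% lay within 0.01 of the log2 fold change computed from the authors' processed values and 2.21% within 0.01 of the one from the scanner's intensities, with median absolute differences of 3.8e-07 and 0.318. This is consistent with Table S1 having been made from the processed values. It covers the held lines only.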
